# Novel HDAC inhibitors exhibit pre-clinical efficacy in lymphoma models and point to the importance of *CDKN1A* expression levels in mediating their anti-tumor response

**DOI:** 10.18632/oncotarget.3239

**Published:** 2014-12-30

**Authors:** Afua Adjeiwaa Mensah, Ivo Kwee, Eugenio Gaudio, Andrea Rinaldi, Maurilio Ponzoni, Luciano Cascione, Gianluca Fossati, Anastasios Stathis, Emanuele Zucca, Gianluca Caprini, Francesco Bertoni

**Keywords:** histone deacetylase, CDKN1A, MYC, NFKB, STAT3

## Abstract

We investigated the pre-clinical activities of two novel histone deacetylase inhibitors (HDACi), ITF-A and ITF-B, in a large panel of pre-clinical lymphoma models. The two compounds showed a dose-dependent anti-proliferative activity in the majority of cell lines. Gene expression profiling (GEP) of diffuse large B-cell lymphoma (DLBCL) cells treated with the compounds showed a modulation of genes involved in chromatin structure, cell cycle progression, apoptosis, B-cell signaling, and genes encoding metallothioneins. Cell lines showed differences between the concentrations of ITF-A and ITF-B needed to cause anti-proliferative or cytotoxic activity, and cell cycle and apoptosis genes appeared implicated in determining the type of response. In particular, *CDKN1A* expression was higher in DLBCL cells that, to undergo apoptosis, required a much higher amount of drug than that necessary to induce only an anti-proliferative effect.

In conclusion, the two novel HDACi ITF-A and ITF-B demonstrated anti-proliferative activity across different mature B-cell lymphoma cell lines. Basal *CDKN1A* levels appeared to be important in determining the gap between HDACi concentrations causing cell cycle arrest and those that lead to cell death.

## INTRODUCTION

Despite the important advances made in the treatment of B-cell lymphomas, particularly with the addition of the monoclonal antibody Rituximab to standard chemotherapy, significant numbers of these neoplasms are still refractory to currently used therapies [1, 2]. The importance of epigenetic mechanisms in lymphomagenesis is known, with specific histone and chromatin modification enzymes targeted by inactivating mutations and genomic aberrations [3, 4]. These observations suggest that targeting of the epigenome in lymphomas may be therapeutically beneficial.

The family of histone deacetylases (HDACs) is divided into four classes: class I HDACs are predominantly localized in the nucleus and comprise HDAC1, 2, 3 and 8; class II HDACs, subdivided into class IIa (HDAC4, 5, 7, 9) and class IIb (HDAC6 and 10), shuttle between the nucleus and cytoplasm; class III HDACs comprise Sirtuins 1-7 and are mainly localised in the nucleus and mitochondrion. Differently from the zinc-dependent HDACs in the other three classes, Sirtuins require NAD+ to catalyse deacetylation. HDAC class IV only contains HDAC11, a nuclear HDAC [5, 6]. HDACs are aberrantly expressed in various solid and hematological cancers including diffuse large B-cell lymphomas (DLBCLs) and peripheral T-cell lymphomas (PTCLs) [7-9]. Due to their targeting of multiple histone and non-histone proteins, including regulators of proliferation and apoptosis, alterations in their expression can contribute to tumorigenesis [5].

HDAC inhibitors (HDACi) function by interfering in the interaction between HDACs and their substrates [5, 6, 10-13]. Several structurally distinct classes of HDACi exist and, of these, the hydroxamic acid derivatives are the most potent [6, 11]. HDACi have shown pre-clinical and clinical efficacy in T-cell lymphomas leading to the approval of vorinostat [14], romidepsin [15] and, most recently, belinostat [16] for the treatment of relapsed or refractory cutaneous T-cell lymphomas and PTCLs. HDACi appear to exert their anti-tumor activities primarily by targeting gene transcription [13, 17]. The most common anti-tumor response to treatment with HDACi is cell cycle arrest in G1. Arrest in G1 is associated with transcriptional activation of *CDKN1A*, the gene encoding the cyclin dependent kinase inhibitor, p21^WAF1/CIP1^ [11, 13, 18]. HDACi can also induce apoptosis and in most cases, the induction of G1 arrest or apoptosis is governed by drug concentration, with lower doses inducing cell cycle arrest and higher doses provoking cell death [10, 19, 20]. Cell type can also contribute to the type of proliferation inhibition and related to this, the genetic background of the cell may be an important factor [21]. The expression levels of several genes have been associated with the response to HDACi: overexpression of *BCL2, BCL2L1, STAT1, STAT3* and the antioxidant genes *TXN* (thioredoxin), *SOD2, GSR* (glutathione reductase) has been reported to correlate with resistance to HDACi [22, 23]. Induction of *CDKN1A* expression following HDACi treatment is also associated with resistance to HDACi-mediated cytotoxicity and cells that fail to upregulate CDKN1A/p21^WAF1/CIP1^ following HDACi treatment readily undergo apoptosis [19, 20].

Here, we assessed the preclinical activities and the mechanism of action of two novel HDACi, in over 30 lymphoma cell lines.

## RESULTS

### ITF-A and ITF-B exhibit anti-proliferative activities in lymphoma cell lines

We assessed the anti-proliferative activities of two new HDACi, here termed ITF-A and ITF-B, using the MTT cell viability assay in 24 diffuse large B-cell lymphoma (DLBCL) cell lines, 5 mantle cell lymphoma (MCL) cell lines and 3 splenic marginal zone lymphoma (SMZL) cell lines. ITF-A and ITF-B presented dose-dependent anti-proliferative activities with median IC50 (50% Inhibitory Concentration) values of 12nM for ITF-A (range, 1.5nM – 103nM) and 34nM for ITF-B (range, 5 – 228nM). The majority of IC50 values were below 20nM and 50nM for ITF-A and ITF-B, respectively (Figure 1a). In addition to IC50 values, we also determined GI50 (50% Growth Inhibition), LC50 (50% Lethal Concentration) and TGI (Total Growth Inhibition) values (see Methods for further explanation). Similarly to the IC50 values, the ranges of GI50, LC50 and TGI were narrower for ITF-A than for ITF-B (Supplementary Figure 1a). The IC50 and GI50 are similar anti-proliferation parameters and comparbly to the IC50 values, most cell lines had GI50 values less than 20nM or 50nM for ITF-A and ITF-B, respectively. We did not observe any association between lymphoma histology and IC50, GI50, LC50 or TGI for either of the two HDACi (Supplementary Figure 1b).

**Figure 1:**
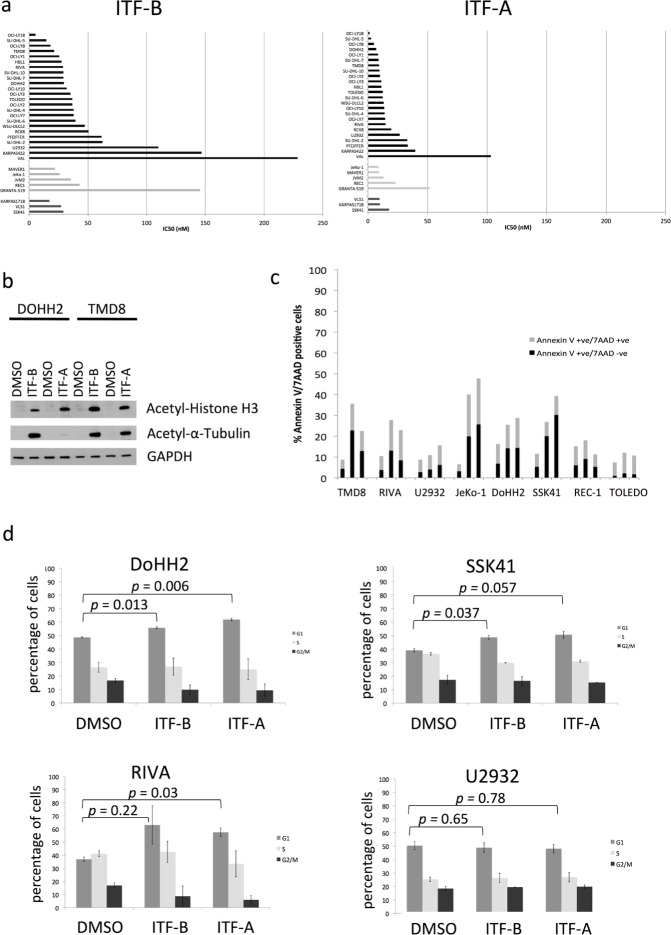
The novel histone deacetylase inhibitors ITF-B and ITF-A exhibit antiproliferative activities in a wide range of lymphoma cell lines (a) Individual IC50 values for ITF-B and ITF-A. The 32 cell lines are grouped and colored according to their lymphoma histology: DLBCL, black bars; MCL, light grey bars; SMZL, dark grey bars. IC50 values are in nM. IC50 values for ITF-B ranged from 5 nM to 228 nM while those for ITF-A ranged from 1.5 nM to 103 nM. (b) Twenty-four hours treatment of DoHH2 (GCB-DLBCL) and TMD8 (ABC-DLBCL) cells with 200nM ITF-B and 100nM ITF-A markedly induced acetylated histone H3 and acetylated α-tubulin proteins. (c) Apoptosis analysis in a panel of lymphoma cell lines following treatment with 50 nM ITF-B or 20 nM ITF-A for 72 hours. Dual staining with Annexin V and 7AAD was used to distinguish early and late apoptotic cells. For each bar in the graph, the lower part in black denotes the percentage of early apoptotic cells (Annexin V +ve/7AAD –ve), while the upper grey part denotes the percentage of late apoptotic/necrotic cells (Annexin V +ve/7AAD +ve). For each cell line, the bars are shown in the following order from left to right: DMSO-treated cells, cells treated with ITF-B, cells treated with ITF-A. (d) Cell cycle analyses of lymphoma cell lines following treatment with 50 nM ITF-B or 20 nM ITF-A for 72 hours. Following treatment, cells were fixed with 70% ethanol before staining with 7AAD for cell cycle analysis. The percentage of cells in each phase of the cell cycle is shown for each treatment type. Error bars represent the S.E. p-values were obtained using a two-tailed Student's t-test.

We also assessed the ability of ITF-B and ITF-A to inhibit HDAC activity. The DLBCL cell lines DoHH2 and TMD8 treated with ITF-B or ITF-A showed increases in nuclear acetylated histone H3 and cytoplasmic acetylated α-tubulin levels (Figure 1b). Thus, ITF-B and ITF-A exhibited nuclear and cytoplasmic activities and caused the acetylation of both histone and non-histone proteins.

### The anti-proliferative effects of ITF-A and ITF-B are mainly due to a block in the cell cycle

Following the demonstration of the anti-proliferative effects of ITF-A and ITF-B in lymphoma cell lines, we performed cell cycle and apoptosis analyses. We treated cells with fixed doses of 20 nM ITF-A or 50 nM ITF-B for 72 hours. Only the MCL cell line JeKo-1 exhibited a marked induction of apoptosis, as determined by flow cytometry analysis of Annexin V-stained cells (Figure 1c), also supported by cell cycle analysis, which showed a prominent accumulation of sub-G1 cells (data not shown). Among the eight cell lines, the induction of apoptosis could not be predicted from IC50 or GI50 values: seven out of eight cell lines had IC50 or GI50 values that were lower than the administered doses of HDACi but did not exhibit a marked induction of apoptosis. Cell cycle analysis at the used doses showed that in the absence of apoptosis, arrest in G1 was responsible for the anti-proliferative effects of the two HDACi (Figure 1d, Supplementary Figure 2a). Of the cell lines tested, the DLBCL cell line U2932 was the only one that did not undergo arrest in G1 in response to HDACi treatment, likely because its IC50 and GI50 values were much higher than the doses used for these experiments. These results indicate that at doses representative of the IC50 or GI50 the main anti-proliferative effect of the two HDACi is to block the cell cycle. This observation is in agreement with reported results obtained with other HDACi [10, 24], which usually mediate a block in the cell cycle. Since we also had data indicating concentrations at which each HDACi could be cytotoxic, we treated selected lymphoma cell lines with the respective LC50 doses of each HDACi. At the LC50 doses we observed a marked induction of apoptosis in all cell lines tested, confirming that at these doses, both HDACi were able to induce cell death (Supplementary Figure 2b).

### Treatment of DLBCL cell lines with ITF-A and ITF-B induces diverse transcriptional changes

To better understand the transcriptional changes that occur following treatment of cells with ITF-A and ITF-B, we performed gene expression profiling (GEP) experiments on two DLBCL cell lines: DoHH2 (GCB-DLBCL) and TMD8 (ABC-DLBCL). 

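RNA of DoHH2 cells, a germinal center B-cell type (GCB) DLBCL line, and of TMD8 cells, an activated B-cell type (ABC) DLBCL line, was hybridized to 24 Illumina HumanHT-12 v4 arrays. Each line gave 3 arrays per condition, 1 from each of 3 independent experiments: ITF-A at 100 nM, the DMSO control for ITF-A, ITF-B at 200 nM and the DMSO control for ITF-B, all at 8 h. The 2 compounds therefore had no control array in common, and their doses differed. The 8 groups were spread over 2 chips of 12 arrays. The authors deposited the intensity of each of 47231 probes, from 70.3 to 26194.5, and a table of log2 values on the scale of quantile-normalized intensities, from 6.36 to 14.77. Median intensities of the 24 arrays ran from 93.2 to 112. Arrays of 1 group correlated across probes at r = 0.993 to 0.996, and the highest correlation between an array of treated cells and a DMSO array of the same line was 0.971.
The paper's methods give quantile normalization, ComBat and LIMMA. The values given here were computed from the intensities by normexp background correction with an offset of 50, quantile normalization and log2. No probe was left out for a low signal, since the intensities analysed came without detection p-values or control probes. One limma model was fitted over all arrays with the 8 groups and the chip as terms, because the paper's text does not name the batch that ComBat corrected. A probe was counted as changed at a Benjamini-Hochberg adjusted p under 0.05. Values over both lines are the mean of the changes in DoHH2 and TMD8 cells. The median standard error of a log2 fold change was 0.0750 within a line, 0.0530 over both lines and 0.106 for a difference between the lines. Each gene was read from its probe with the highest mean log2 value. The model, its thresholds, 40 gene lists and the rule for the genes named were set before the data were examined, the rule after Supplementary Tables 5 and 6, which hold results of these arrays, had been read. Gene lists were compared with all other genes by camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation. Regrouped arrays still gave a median of 8 of the 40 lists over both lines at the preset correlation. The p-values of lists at that correlation are therefore not strict.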

Cells were treated for 8 hours with 100nM of ITF-A, 200nM of ITF-B or DMSO. 

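NOP16, a nucleolar protein of ribosome assembly, fell in DoHH2 cells (-1.47 with ITF-A and -1.49 with ITF-B, standard error 0.0711, n = 3 arrays per group) and in TMD8 cells (-1.23 with ITF-A and -1.27 with ITF-B). MRTO4, an assembly factor of the large ribosomal subunit, fell as well (-1.28 with ITF-A and -1.27 with ITF-B in DoHH2 cells and -1.17 with ITF-A and -1.25 with ITF-B in TMD8 cells). Of 43 ribosome biogenesis genes, 0 rose and 37 fell with ITF-A in DoHH2 cells and 0 and 36 with ITF-B, while 6 and 7 did not pass the test (0 up and 37 down with ITF-A and 1 and 37 with ITF-B when adjusted over the list alone). Their median log2 fold change was -0.55 with ITF-A and -0.59 with ITF-B (camera, adjusted p = 1.31e-13 and 2.3e-14). With ITF-A 2 of 43 ribosome biogenesis genes in TMD8 cells rose, 27 fell and 14 did not pass, and with ITF-B 2, 26 and 15 (3 up and 29 down with ITF-A and 3 and 27 with ITF-B when adjusted over the list alone). The medians of the group were -0.37 with ITF-A and -0.41 with ITF-B (camera, adjusted p = 7.54e-06 and 5.3e-06). Among 76 mitochondrial ribosomal protein genes in DoHH2 cells, ITF-A raised 4 and lowered 52, ITF-B raised 7 and lowered 50, and 20 and 19 did not pass (7 up and 54 down with ITF-A and 8 and 53 with ITF-B when adjusted over the list alone). The group had a median change of -0.38 with ITF-A and -0.40 with ITF-B (camera, adjusted p = 7.93e-10 and 6.26e-09). Of 76 mitochondrial ribosomal protein genes in TMD8 cells, 6 rose and 50 fell with ITF-A and 5 and 46 with ITF-B, while 20 and 25 did not pass the test (6 up and 52 down with ITF-A and 6 and 47 with ITF-B when adjusted over the list alone). Median changes were -0.36 with ITF-A and -0.28 with ITF-B (camera, adjusted p = 4.15e-07 and 3.2e-06). MRPL54, of the large mitochondrial subunit, fell most (-1.81 with ITF-A and -1.69 with ITF-B, standard error 0.0679 in DoHH2 cells), while MRPL41 of the same subunit rose (0.89 with ITF-A and 0.97 with ITF-B in TMD8 cells).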

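NEU1, a lysosomal sialidase, rose in DoHH2 cells (1.88 with ITF-A and 1.61 with ITF-B, standard error 0.0684) and in TMD8 cells (2.00 with ITF-A and 1.92 with ITF-B), as did NPC1, a cholesterol exporter of the lysosome (2.81 with ITF-A and 2.63 with ITF-B in DoHH2 cells and 0.83 with ITF-A and 0.75 with ITF-B in TMD8 cells). TFEB, a transcription factor of lysosomal genes, fell (-0.47 with ITF-A and -0.60 with ITF-B in DoHH2 cells). With ITF-A 31 of 45 lysosomal genes in DoHH2 cells rose, 7 fell and 7 did not pass, and with ITF-B 29, 8 and 8 (31 up and 7 down with ITF-A and 30 and 8 with ITF-B when adjusted over the list alone). With ITF-A the median change was 0.49, with ITF-B 0.43 (camera, adjusted p = 9.14e-10 and 1.13e-09). Among 45 lysosomal genes in TMD8 cells, ITF-A raised 23 and lowered 11, ITF-B raised 23 and lowered 11, and 11 and 11 did not pass (24 up and 11 down with ITF-A and 24 and 12 with ITF-B when adjusted over the list alone). A median of 0.26 was found with ITF-A and of 0.20 with ITF-B (camera, adjusted p = 0.00111 and 0.00114). These became adjusted p = 0.0952 and adjusted p = 0.086 with an estimated correlation. Some genes known from neurons rose, while most of the list did not pass. PRPH, the intermediate filament peripherin, rose in DoHH2 cells (1.54 with ITF-A and 1.59 with ITF-B, standard error 0.0796) and in TMD8 cells (2.19 with ITF-A and 2.19 with ITF-B). TUBB3, a tubulin of neurons, rose by 1.37 and 1.35 in DoHH2 cells and by 2.31 and 2.12 in TMD8 cells with ITF-A and ITF-B. Of 46 neuronal genes in DoHH2 cells, 17 rose and 1 fell with ITF-A and 18 and 1 with ITF-B, while 28 and 27 did not pass the test (17 up and 1 down with ITF-A and 19 and 1 with ITF-B when adjusted over the list alone). At the median, the change was 0.07 with ITF-A and 0.08 with ITF-B (camera, adjusted p = 0.00336 and 0.00128). With ITF-A 15 of 46 neuronal genes in TMD8 cells rose, 0 fell and 31 did not pass, and with ITF-B 18, 2 and 26 (16 up and 1 down with ITF-A and 18 and 2 with ITF-B when adjusted over the list alone). Their medians came to 0.06 with ITF-A and 0.06 with ITF-B (camera, adjusted p = 1.16e-05 and 1.1e-05).
In DoHH2 cells, ITF-A raised 5854 probes and lowered 5802 of 47231, and ITF-B raised 5752 and lowered 5673 (limma, n = 3 arrays per group). In TMD8 cells, 5969 rose and 5991 fell with ITF-A, and 5929 rose and 5797 fell with ITF-B. These are 24.7%, 24.2%, 25.3% and 24.8% of the probes.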

Treatment with either HDACi affected diverse processes in both cell lines as determined by Gene Set Enrichment Analysis (GSEA). Similar gene sets were enriched in both cell lines, suggesting that the two HDACi similarly modulate specific processes as well as the expression of multiple genes in DLBCL cells (Figures 2a, 2b). 

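SERPINE2, an inhibitor of serine proteases, rose in DoHH2 cells by 2.64 with ITF-A and 2.74 with ITF-B on the log2 scale (standard error 0.0693, n = 3 arrays per group) and in TMD8 cells by 3.54 and 3.52. Of the probes changed by ITF-A and by ITF-B in DoHH2 cells, 9766 were the same, and 9765 of these moved in the same direction. In TMD8 cells the compounds shared 9986 changed probes, 9984 of them in the same direction. For CDKN1A, a cyclin-dependent kinase inhibitor, the change with ITF-A minus that with ITF-B was 0.21 over both lines (95% interval 0.07 to 0.35, adjusted p = 0.989 from limma). For CDKN2C, of the same function, it was -0.28 (95% interval -0.43 to -0.12, adjusted p = 0.989). For MYC, a transcription factor of growth, it was 0.34 in TMD8 cells (95% interval 0.07 to 0.61, adjusted p = 0.999).
Tested by limma, 0 probes differed between the changes with 100 nM of ITF-A and 200 nM of ITF-B in DoHH2 cells, in TMD8 cells or over both lines. At an unadjusted p under 0.05 there were 2061, 2104 and 2245 probes, each less than the share of 0.05 of 47231 probes that chance alone gives. Of the 40 gene lists camera and fry called 0. In TMD8 cells 1 probe passed without replicate 1 of ITF-A. Camera called B-cell transcription factors there without replicate 2 of DMSO for ITF-A or replicate 1 of ITF-B (adjusted p = 0.0224 and 0.0403), and metallothioneins without replicate 3 of ITF-B (0.0185). Over both lines it called mitochondrial ribosomal proteins without DoHH2 DMSO for ITF-B replicate 3 (0.0424), and glycolysis genes without TMD8 DMSO for ITF-B replicate 1 (0.0397). Over both lines the largest difference was 0.508, and the 95% interval of the difference lay within 0.5 of 0 for 16015 of the 16068 probes that a compound changed (99.7%). Within DoHH2 cells this held for 15638 of them and within TMD8 cells for 15635 (97.3% each). Across probes, which are not independent replicates, the changes with ITF-A and ITF-B correlated at r = 0.949 (Spearman's rho 0.668) in DoHH2 cells and r = 0.956 (0.674) in TMD8 cells. Single experiments gave a mean r of 0.861 and 0.875. The slope of the changes with ITF-A on those with ITF-B was 1.02 in DoHH2 cells and 1.01 in TMD8 cells. Between the lines, r was 0.642 with ITF-A and 0.638 with ITF-B, and 5 such relations were computed in all. The paper proposes from the gene sets shared by both lines that ITF-A and ITF-B act alike on specific processes and many genes.

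**Figure D1:**
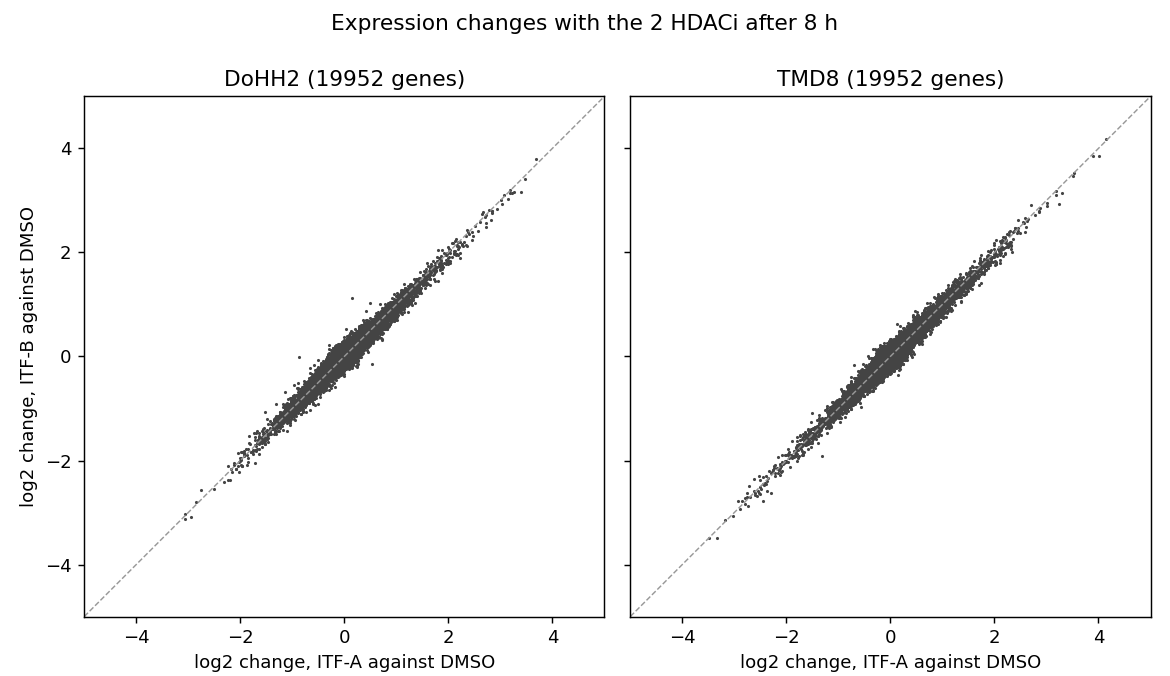
Log2 change of each of 19952 genes with ITF-A (x axis) against that with ITF-B (y axis) after 8 h in DoHH2 cells (left, from -3.12 to 3.79) and TMD8 cells (right, from -3.50 to 4.17). Each point is 1 gene as the difference from 3 DMSO arrays, and the dashed line marks equal changes.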

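Among signaling genes, the kinase JAK1 rose over both lines (0.81 with ITF-A and 0.82 with ITF-B, standard error 0.0671) and the transcription factor STAT6 fell (-1.63 with ITF-A and -1.61 with ITF-B, standard error 0.0525, n = 3 arrays per group and line). Among 23 genes of JAK-STAT signaling, ITF-A raised 7 and lowered 9, ITF-B raised 7 and lowered 9, and 7 and 7 did not pass (the same counts adjusted over the list alone). Taken at the median, ITF-A changed the group by -0.05 and ITF-B by 0.01 (camera, adjusted p = 0.298 and 0.305). With ITF-B the mean of -0.09 and the direction of the test (down) differ in sign from the median. Among chromatin genes, SMARCD3, a subunit of SWI/SNF remodeling complexes, rose (1.12 with ITF-A and 1.11 with ITF-B) and ARID1A, another, fell (-1.10 with ITF-A and -1.16 with ITF-B). A dimmer probe of SMARCD3 and one of ARID1A did not pass. Of 43 members of chromatin remodeling complexes, 8 rose and 23 fell with ITF-A and 10 and 23 with ITF-B, while 12 and 10 did not pass the test (8 up and 23 down with ITF-A and 11 and 23 with ITF-B when adjusted over the list alone). For the group as a whole the medians were -0.17 with ITF-A and -0.21 with ITF-B (camera, adjusted p = 0.00389 and 0.00321). The deacetylases of the sirtuin family SIRT2 (1.05 with ITF-A and 1.16 with ITF-B) and SIRT4 (1.16 with ITF-A and 1.06 with ITF-B) rose, while SIRT5 fell (-0.61 with ITF-A and -0.60 with ITF-B). With ITF-A 7 of 18 histone deacetylases and sirtuins rose, 3 fell and 8 did not pass, and with ITF-B 7, 3 and 8 (the same counts adjusted over the list alone). Their median log2 fold change was 0.02 with ITF-A and 0.06 with ITF-B (camera, adjusted p = 0.205 and 0.252). The acetyltransferases KAT2A (-0.94 with ITF-A and -0.95 with ITF-B) and CREBBP (-0.72 with ITF-A and -0.79 with ITF-B) fell, and KAT6A rose (0.46 with ITF-A and 0.41 with ITF-B). Among 13 histone acetyltransferases, ITF-A raised 3 and lowered 9, ITF-B raised 3 and lowered 9, and 1 and 1 did not pass (3 up and 9 down with ITF-A and 3 and 10 with ITF-B when adjusted over the list alone). The medians of the group were -0.32 with ITF-A and -0.35 with ITF-B (camera, adjusted p = 0.0501 and 0.0285). For ITF-B this became adjusted p = 0.0746 with an estimated correlation. ITF-A passed without replicate 3 of DoHH2 DMSO, replicate 1 of DoHH2 ITF-A, or replicate 1 of TMD8 DMSO or ITF-A (adjusted p = 0.0406, 0.0422, 0.0357 and 0.043). DNMT3B, a DNA methyltransferase, rose (1.41 with ITF-A and 1.32 with ITF-B), as did KDM5B, a demethylase of histone H3 (1.36 with ITF-A and 1.29 with ITF-B), while SUV39H1, a methyltransferase of histone H3, fell (-1.11 with ITF-A and -1.10 with ITF-B). Of 36 enzymes of histone and DNA methylation, 6 rose and 16 fell with ITF-A and 6 and 14 with ITF-B, while 14 and 16 did not pass the test (7 up and 17 down with ITF-A and 7 and 17 with ITF-B when adjusted over the list alone). The group had a median change of -0.10 with ITF-A and -0.08 with ITF-B (camera, adjusted p = 0.392 and 0.299).

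**Figure D2:**
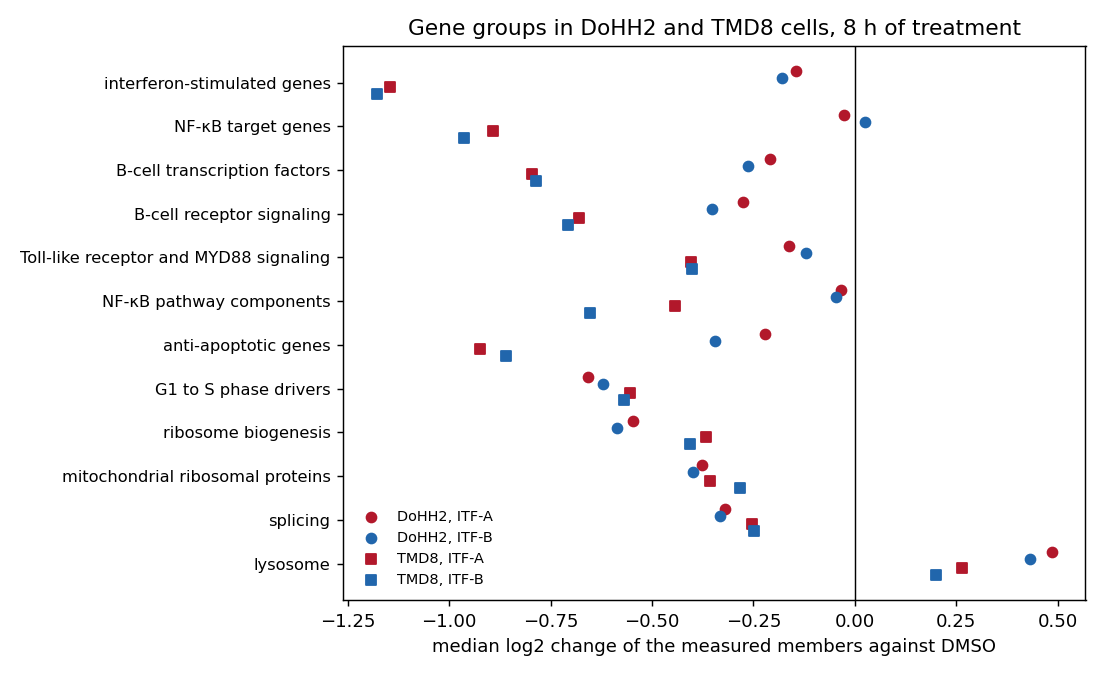
Median log2 change against DMSO (x axis) of the measured members of 12 gene groups (y axis) after 8 h, in DoHH2 cells (circles) and TMD8 cells (squares) with ITF-A (red) and ITF-B (blue). In TMD8 cells interferon-stimulated genes have the lowest medians, -1.15 and -1.18 against -0.14 and -0.18 in DoHH2 cells.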

Commonly modulated gene sets included those defining signaling processes, those defining the structure and composition of chromatin, gene sets determining the transcription and translation of nucleic acids as well as gene sets comprising genes involved in cell cycle progression and apoptosis (Figure 2b, Supplementary Tables 1-4). For the ABC cell line TMD8, gene sets for the NfκB signaling cascade were also modulated (Supplementary Tables 3 and 4). 

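NFKBIE, an inhibitor of NF-κB dimers, fell in TMD8 cells (-2.00 with ITF-A and -1.89 with ITF-B, standard error 0.0678, n = 3 arrays per group) and in DoHH2 cells (-0.99 with ITF-A and -1.04 with ITF-B), and its change differed between the lines (adjusted p = 6.58e-11 and 3.83e-09 from limma). NFKB2, which encodes another subunit, rose in TMD8 cells (0.31 with ITF-A and 0.33 with ITF-B) and fell in DoHH2 cells (-0.45 with ITF-A and -0.24 with ITF-B). BATF, a transcription factor counted among NF-κB targets, fell in TMD8 cells (-3.18 with ITF-A and -3.14 with ITF-B, standard error 0.0779) and in DoHH2 cells (-1.49 with ITF-A and -1.58 with ITF-B). CCR7, a chemokine receptor, rose in TMD8 cells (0.62 with ITF-A and 0.75 with ITF-B). With ITF-A 6 of 21 components of the NF-κB pathway in TMD8 cells rose, 13 fell and 2 did not pass, and with ITF-B 3, 13 and 5 (6 up and 13 down with ITF-A and 6 and 13 with ITF-B when adjusted over the list alone). Median changes were -0.44 with ITF-A and -0.65 with ITF-B (camera, adjusted p = 3.1e-06 and 1.43e-06). Among 21 components of the NF-κB pathway in DoHH2 cells, ITF-A raised 7 and lowered 8, ITF-B raised 7 and lowered 9, and 6 and 5 did not pass (8 up and 9 down with ITF-A and 8 and 10 with ITF-B when adjusted over the list alone). With ITF-A the median change was -0.03, with ITF-B -0.05 (camera, adjusted p = 0.533 and 0.342). The difference between the lines passed the test (median difference -0.41 with ITF-A and -0.36 with ITF-B, camera, adjusted p = 6.14e-07 and 2.45e-06). Of 27 NF-κB target genes in TMD8 cells, 2 rose and 21 fell with ITF-A and 2 and 21 with ITF-B, while 4 and 4 did not pass the test (the same counts adjusted over the list alone). A median of -0.89 was found with ITF-A and of -0.96 with ITF-B (camera, adjusted p = 1.99e-25 and 4.65e-26). With ITF-A 9 of 27 NF-κB target genes in DoHH2 cells rose, 9 fell and 9 did not pass, and with ITF-B 10, 10 and 7 (10 up and 9 down with ITF-A and 12 and 10 with ITF-B when adjusted over the list alone). At the median, the change was -0.03 with ITF-A and 0.02 with ITF-B (camera, adjusted p = 0.505 and 0.53). Mean (-0.03) and test (down) had the other sign than the median with ITF-B. This difference between the lines passed as well (median difference -1.001 with ITF-A and -0.92 with ITF-B, camera, adjusted p = 1.03e-34 and 3.02e-36).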

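The transcription factor MYB fell in TMD8 cells (-1.92 with ITF-A and -2.12 with ITF-B, standard error 0.0806, n = 3 arrays per group), and ID3, an inhibitor of E proteins, rose (0.60 with ITF-A and 0.49 with ITF-B) but by less than in DoHH2 cells (2.61 with ITF-A and 2.58 with ITF-B, adjusted p = 3.52e-18 and 1.04e-18 for the difference, limma). Among 28 B-cell transcription factors in TMD8 cells, ITF-A raised 6 and lowered 18, ITF-B raised 6 and lowered 19, and 4 and 3 did not pass (7 up and 20 down with ITF-A and 7 and 20 with ITF-B when adjusted over the list alone). Their medians came to -0.80 with ITF-A and -0.78 with ITF-B (camera, adjusted p = 1.51e-08 and 1.8e-10). Of 28 B-cell transcription factors in DoHH2 cells, 8 rose and 14 fell with ITF-A and 9 and 15 with ITF-B, while 6 and 4 did not pass the test (9 up and 15 down with ITF-A and 10 and 15 with ITF-B when adjusted over the list alone). Taken at the median, ITF-A changed the group by -0.21 and ITF-B by -0.26 (camera, adjusted p = 0.81 and 0.832). The lines differed in this group (median difference -0.48 with ITF-A and -0.59 with ITF-B, camera, adjusted p = 2.35e-12 and 4.53e-15). PTPN1, a tyrosine phosphatase among the markers of ABC cells, fell in TMD8 cells (-0.32 with ITF-A and -0.32 with ITF-B) and rose in DoHH2 cells (0.73 with ITF-A and 0.72 with ITF-B). With ITF-A 0 of 14 markers of activated B cells in TMD8 cells rose, 12 fell and 2 did not pass, and with ITF-B 0, 11 and 3 (the same counts adjusted over the list alone). For the group as a whole the medians were -0.77 with ITF-A and -0.55 with ITF-B (camera, adjusted p = 1.05e-12 and 1.13e-12). Among 14 markers of activated B cells in DoHH2 cells, ITF-A raised 5 and lowered 5, ITF-B raised 4 and lowered 5, and 4 and 5 did not pass (the same counts adjusted over the list alone). Their median log2 fold change was -0.03 with ITF-A and 0.03 with ITF-B (camera, adjusted p = 0.227 and 0.153). For ITF-B, the median differs in sign from the mean of -0.19 and from the test, which points down. These markers also differed between the lines (median difference -0.80 with ITF-A and -0.60 with ITF-B, camera, adjusted p = 3.18e-13 and 1.48e-12). Of them, BATF and CCND2 are also among the NF-κB targets. For the lists that differed between the lines, levels in DMSO-treated cells were not compared. Across all probes, the difference between the lines in the change had a slope of -0.247 with ITF-A and -0.250 with ITF-B on their difference in DMSO. A lower starting level in DoHH2 cells is therefore not excluded as a source of these list differences.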

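Over both lines, ITF-A raised 7020 probes and lowered 7151, together 30% of 47231, and ITF-B raised 6991 and lowered 6980, together 29.6% (limma, n = 3 arrays per group and line). ITF-A changed 11086 probes within chip 1 and 11069 within chip 2, and ITF-B 10984 and 10945. Each DoHH2 group has 1 array on chip 1 and each TMD8 group 1 on chip 2, and its spread was taken from the other groups of that chip. As genes, 4462 rose and 4122 fell with ITF-A, and 4484 rose and 4054 fell with ITF-B, of 20046. In both lines and with both compounds, 2252 genes (3164 probes) rose and 1988 genes (3047 probes) fell. The lines shared 7805 changed probes with ITF-A and 7634 with ITF-B, of which 542 and 555 moved in opposite directions. One of these, the activation marker CD83, rose in DoHH2 cells (1.99 with ITF-A and 1.89 with ITF-B) and fell in TMD8 cells (-1.30 with ITF-A and -1.34 with ITF-B). DHRS2, a dehydrogenase, rose over both lines (2.61 with ITF-A and 2.46 with ITF-B, standard error 0.0781), and PLD6, a mitochondrial phospholipase, fell (-2.29 with ITF-A and -2.32 with ITF-B, standard error 0.0505).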

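Among genes of transcription, GTF2B, a general initiation factor, rose (1.31 with ITF-A and 1.20 with ITF-B, standard error 0.0516, over both lines, n = 3 arrays per group and line) and MED24, a subunit of Mediator, fell (-0.99 with ITF-A and -0.89 with ITF-B). Of 69 initiation factors of RNA polymerase II and subunits of Mediator, 21 rose and 20 fell with ITF-A and 22 and 17 with ITF-B, while 28 and 30 did not pass the test (23 up and 24 down with ITF-A and 24 and 18 with ITF-B when adjusted over the list alone). The medians of the group were -0.02 with ITF-A and 0.01 with ITF-B (camera, adjusted p = 0.903 and 0.647). With ITF-A the mean of 0.02 and the direction of the test (up) differ in sign from the median. The splicing factors U2AF2 (-1.69 with ITF-A and -1.69 with ITF-B) and HNRNPA1 (-1.15 with ITF-A and -1.22 with ITF-B) fell, while SF3B5, of the spliceosome, rose (0.51 with ITF-A and 0.50 with ITF-B). With ITF-A 5 of 56 splicing genes rose, 39 fell and 12 did not pass, and with ITF-B 7, 44 and 5 (6 up and 41 down with ITF-A and 8 and 44 with ITF-B when adjusted over the list alone). The group had a median change of -0.30 with ITF-A and -0.30 with ITF-B (camera, adjusted p = 9.03e-06 and 4.15e-06). EIF2B5, a subunit of a translation initiation factor, fell (-0.92 with ITF-A and -0.84 with ITF-B) and EIF4A3, an RNA helicase, rose (0.83 with ITF-A and 0.74 with ITF-B). Among 46 translation factors, ITF-A raised 9 and lowered 21, ITF-B raised 10 and lowered 21, and 16 and 15 did not pass (10 up and 22 down with ITF-A and 11 and 21 with ITF-B when adjusted over the list alone). Median changes were -0.07 with ITF-A and -0.09 with ITF-B (camera, adjusted p = 0.281 and 0.305). Of the proteins of the cytosolic ribosome, RPS7 fell (-0.56 with ITF-A and -0.51 with ITF-B) and RPL28 rose (0.47 with ITF-A and 0.46 with ITF-B). Of 72 cytosolic ribosomal protein genes, 5 rose and 7 fell with ITF-A and 7 and 6 with ITF-B, while 60 and 59 did not pass the test (5 up and 6 down with ITF-A and 6 and 5 with ITF-B when adjusted over the list alone). With ITF-A the median change was 0.02, with ITF-B 0.00356 (camera, adjusted p = 0.803 and 0.704). For ITF-A, the test points down although the median and the mean of 0.000181 have the other sign. For ITF-B, the median differs in sign from the mean of -0.01 and from the test, which points down.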

The number and variety of gene sets obtained following HDACi treatment demonstrated the widespread effects of the two HDACi on diverse cellular processes, a phenomena also observed for other HDACi [17, 25]. When comparing transcriptional changes at the single gene level, genes that were commonly up-regulated for both cell lines following treatment with either HDACi comprised anti-proliferation and pro-apoptotic genes, including several cyclin-dependent kinase inhibitors e.g. *CDKN1A*, *CDKN2D* and *CDKN2C*. 

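CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, had a log2 level of 11.40 ± 0.07 (SD, n = 3) in DMSO-treated and 12.75 ± 0.09 in ITF-A-treated DoHH2 cells, and of 11.53 ± 0.06 and 12.69 ± 0.05 in the cells of the ITF-B experiments. In TMD8 cells it went from 10.98 ± 0.03 to 11.96 ± 0.05 with ITF-A and from 10.97 ± 0.10 to 11.73 ± 0.10 with ITF-B. Over both lines the rise was 1.17 with ITF-A and 0.96 with ITF-B (standard error 0.0495, adjusted p = 1.57e-22 and 9.19e-20 from limma), with a rise in 6 of 6 pairs of arrays for each. CDKN2D, which encodes p19, rose over both lines (1.60 with ITF-A and 1.50 with ITF-B, standard error 0.0520, adjusted p = 2.38e-26 and 2.02e-25), and a dimmer probe of it by 0.16 with ITF-A (adjusted p = 0.0445), with 0.04 for ITF-B (adjusted p = 0.71). CDKN2C, which encodes p18, rose in DoHH2 cells (0.30 with ITF-A and 0.57 with ITF-B, standard error 0.0762) and more in TMD8 cells (1.24 with ITF-A and 1.52 with ITF-B, adjusted p = 5.84e-09 and 4.18e-09 for the difference). Its probe carries no gene name in the array's annotation and was identified through Supplementary Tables 5 and 6. With ITF-A 3 of 6 cyclin-dependent kinase inhibitors without CDKN2C rose, 0 fell and 3 did not pass, and with ITF-B 2, 1 and 3 (3 up and 1 down with ITF-A and 3 and 1 with ITF-B when adjusted over the list alone). A median of 0.07 was found with ITF-A and of 0.04 with ITF-B (camera, adjusted p = 0.017 and 0.0361). With an estimated correlation they gave adjusted p = 0.153 and adjusted p = 0.177. CDKN1B, which encodes p27, fell with ITF-B (-0.18, adjusted p = 0.0236), but not without replicate 3 of DoHH2 DMSO, DoHH2 ITF-B or TMD8 DMSO or replicate 1 of TMD8 ITF-B (-0.16 to -0.12), while with ITF-A it passed only without replicate 3 of DoHH2 DMSO (-0.21) or replicate 1 of DoHH2 ITF-A (-0.17). A second probe of it fell with both (-0.27, adjusted p = 4.1e-05 with ITF-A and -0.24, adjusted p = 0.000302 with ITF-B). Among pro-apoptotic genes of the BCL2 family, BIK (1.21 with ITF-A and 1.11 with ITF-B) and BMF (1.07 with ITF-A and 1.04 with ITF-B) rose and BID fell (-1.78 with ITF-A and -1.61 with ITF-B). Another BMF probe rose, and 2 dim ones did not pass. Among 21 pro-apoptotic genes, ITF-A raised 9 and lowered 6, ITF-B raised 8 and lowered 8, and 6 and 5 did not pass (9 up and 8 down with ITF-A and 9 and 8 with ITF-B when adjusted over the list alone). At the median, the change was -0.02 with ITF-A and 0.01 with ITF-B (camera, adjusted p = 0.464 and 0.519). With ITF-A the mean of 0.09 and the direction of the test (up) differ in sign from the median.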

Among the top 100 most up-regulated genes, genes encoding histones, tubulin genes and metallothionein genes were frequently represented (Supplementary Tables 5 and 6). 

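Of the 100 probes that rose most with ITF-A over both lines, 4 belonged to histone genes (H1-10, H2BC8, H2BC21 and H4C14), 4 to tubulin genes (TUBB2A, TUBB2B, TUBB3 and TUBB4A) and 4 to metallothionein genes (MT1G, MT1H, MT1X and MT2A). With ITF-B, 6 belonged to histone genes, among them H2AJ and H3-3B in addition, 3 to tubulin genes, without TUBB2A, and 5 to metallothionein genes, with MT1E in addition. Histones package DNA, tubulins form microtubules and metallothioneins bind heavy metals. By chance 0.214 histone, 0.0656 tubulin and 0.0254 metallothionein probes would be among 100, given 101, 31 and 12 such probes among the 47231 (Fisher's exact test, one-sided, with ITF-A p = 6.6e-05, 5.7e-07 and 9.24e-09, and with ITF-B p = 8.33e-08, 3.96e-05 and 3.01e-11). The counts depend on the processing: with ITF-A, 7 were histone probes in the authors' log2 table and without background correction and 2 tubulin probes with an offset of 16, and with ITF-B 3 were metallothionein probes when ranked by moderated t. The study named these families from the same arrays, so the test is not independent evidence, and probes are not independent replicates. Read from the array's annotation, H2BC21 is the gene that the paper calls HISTH2BE.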

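MYC, a transcription factor that drives growth, fell over both lines (-2.05 with ITF-A and -2.19 with ITF-B, standard error 0.0670, adjusted p = 3.02e-26 and 3.73e-27 from limma), and by more in TMD8 cells (-2.44 with ITF-A and -2.78 with ITF-B) than in DoHH2 cells (-1.66 with ITF-A and -1.61 with ITF-B). CCND2, a D-type cyclin of G1 phase, fell by more in TMD8 cells as well (-2.90 with ITF-A and -2.94 with ITF-B, standard error 0.0686, against -1.01 with ITF-A and -1.11 with ITF-B in DoHH2 cells). NFKB1, which encodes a subunit of NF-κB, fell in TMD8 cells (-2.23 with ITF-A and -2.11 with ITF-B) and in DoHH2 cells (-1.04 with ITF-A and -1.03 with ITF-B, standard error 0.0790). For these 3 genes the lines differed at an adjusted p under 0.05 with each compound, and the fall was seen in 6 of 6 pairs of arrays. CCND3, another D-type cyclin, rose (1.12 with ITF-A and 1.09 with ITF-B, over both lines), as did the kinase CDK2 (0.43 with ITF-A and 0.40 with ITF-B). Of 15 drivers of the G1 to S transition, 3 rose and 10 fell with ITF-A and 3 and 10 with ITF-B, while 2 and 2 did not pass the test (the same counts adjusted over the list alone). Their medians came to -0.48 with ITF-A and -0.54 with ITF-B (camera, adjusted p = 1.4e-05 and 4.01e-06).

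**Figure D3:**
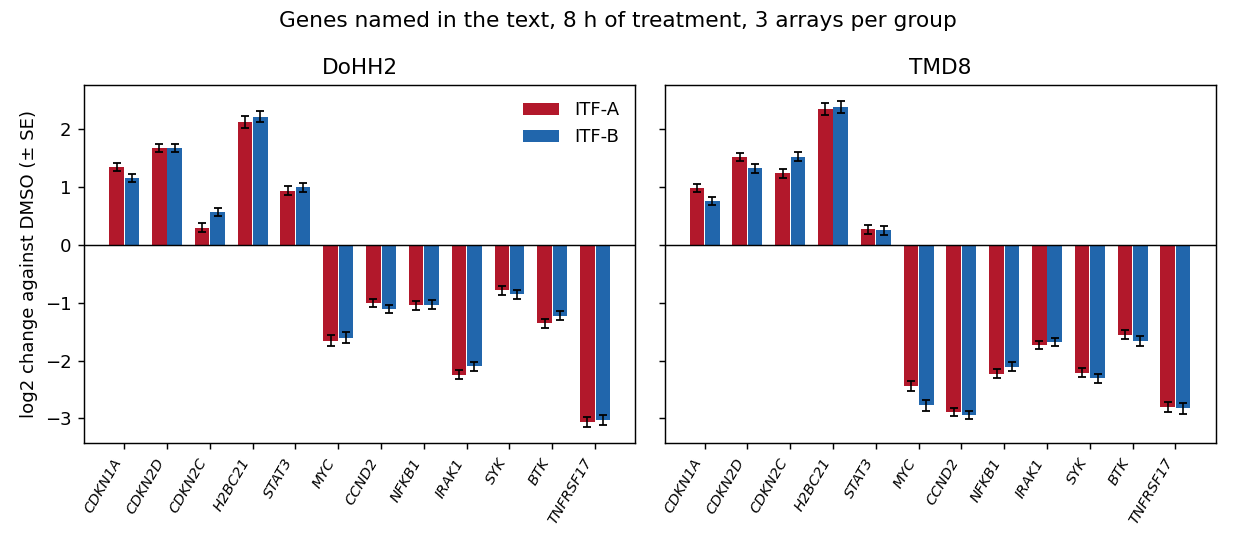
Log2 change against DMSO (y axis, bars with the standard error from the model) of 12 genes named in the paper (x axis) after 8 h of ITF-A (red) or ITF-B (blue), 3 arrays per group, in DoHH2 and TMD8 cells. CDKN1A, CDKN2D, CDKN2C, H2BC21 and STAT3 lie above 0 in both lines, the other genes below 0, down to -3.06 for TNFRSF17 in DoHH2 cells.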

Down-regulated genes included pro-survival and pro-proliferation genes such as *MYC*, *CCND2* and *NFKB1*. 

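SYK, a kinase downstream of the B-cell receptor, fell in TMD8 cells (-2.21 with ITF-A and -2.31 with ITF-B, standard error 0.0781, n = 3 arrays per group) and by less in DoHH2 cells (-0.78 with ITF-A and -0.86 with ITF-B, adjusted p = 2.01e-13 and 1.3e-13 from limma for the difference). BTK, a kinase of the same pathway, fell over both lines (-1.45 with ITF-A and -1.44 with ITF-B, standard error 0.0564), as did IRAK1, a kinase of Toll-like receptor signaling (-1.98 with ITF-A and -1.89 with ITF-B, standard error 0.0522). Counted by probe from the largest fall, IRAK1 was at rank 25 with ITF-A and 30 with ITF-B, SYK at 100 and 84, and BTK at 116 and 122. Counted by gene, BTK was at rank 98 and 99. RASGRP3, an activator of RAS, fell (-1.89 with ITF-A and -1.85 with ITF-B), while PRKCB, protein kinase C beta, rose (0.49 with ITF-A and 0.48 with ITF-B). With ITF-A 5 of 25 genes of B-cell receptor signaling rose, 17 fell and 3 did not pass, and with ITF-B 4, 17 and 4 (the same counts adjusted over the list alone). Taken at the median, ITF-A changed the group by -0.45 and ITF-B by -0.46 (camera, adjusted p = 1.78e-10 and 3.35e-11). MYD88, the adaptor of Toll-like receptors, fell (-1.43 with ITF-A and -1.44 with ITF-B) and IRAK2, a paralog of IRAK1, rose (1.39 with ITF-A and 1.31 with ITF-B). Among 20 genes of Toll-like receptor and MYD88 signaling, ITF-A raised 2 and lowered 15, ITF-B raised 2 and lowered 14, and 3 and 4 did not pass (2 up and 15 down with ITF-A and 2 and 15 with ITF-B when adjusted over the list alone). For the group as a whole the medians were -0.31 with ITF-A and -0.34 with ITF-B (camera, adjusted p = 5.58e-05 and 3.52e-05).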

Among the top 100 most down-regulated genes, genes important for B-cell signaling were also represented: *IRAK1*, *SYK* and *BTK* (Supplementary Tables 5 and 6). 

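On the arrays, the log2 level of IRAK1 went from 10.93 ± 0.06 to 8.69 ± 0.15 with ITF-A and from 10.85 ± 0.05 to 8.75 ± 0.06 with ITF-B in DoHH2 cells (SD, n = 3). In TMD8 cells it went from 10.06 ± 0.08 to 8.33 ± 0.09 and from 10.01 ± 0.08 to 8.33 ± 0.06. TNFRSF17, the receptor BCMA of plasma cells, went from 10.26 ± 0.08 to 7.20 ± 0.26 with ITF-A and from 10.26 ± 0.10 to 7.23 ± 0.11 with ITF-B in DoHH2 cells. Its levels in TMD8 cells went from 9.05 ± 0.07 to 6.25 ± 0.10 and from 9.09 ± 0.12 to 6.26 ± 0.02, near the array median of 6.15 after treatment. H2BC21, a gene of histone H2B, went from 6.50 ± 0.22 to 8.62 ± 0.24 with ITF-A and from 6.53 ± 0.19 to 8.75 ± 0.26 with ITF-B in DoHH2 cells. In TMD8 cells, where its DMSO level was higher, it went from 9.37 ± 0.07 to 11.73 ± 0.03 and from 9.45 ± 0.06 to 11.83 ± 0.07. These values come from the arrays, and the qPCR was not analysed here.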

Quantitative real-time PCR (qPCR) of selected up- and down-regulated genes (*IRAK1*, *TNFRSF17*, *HISTH2BE*) supported the GEP results (Supplementary Figure 3). Western blot and immunohistochemical analyses of total STAT3 and phospho-STAT3 (Tyr705) showed marked down-regulation of both proteins in TMD8 cells treated with either of the two HDACi (Figure 2c).

**Figure 2:**
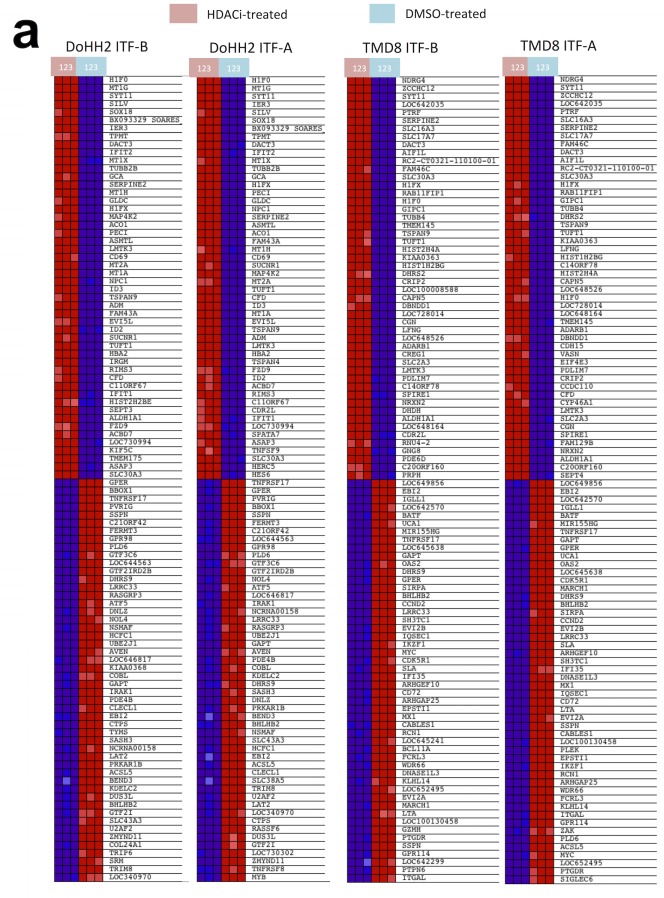

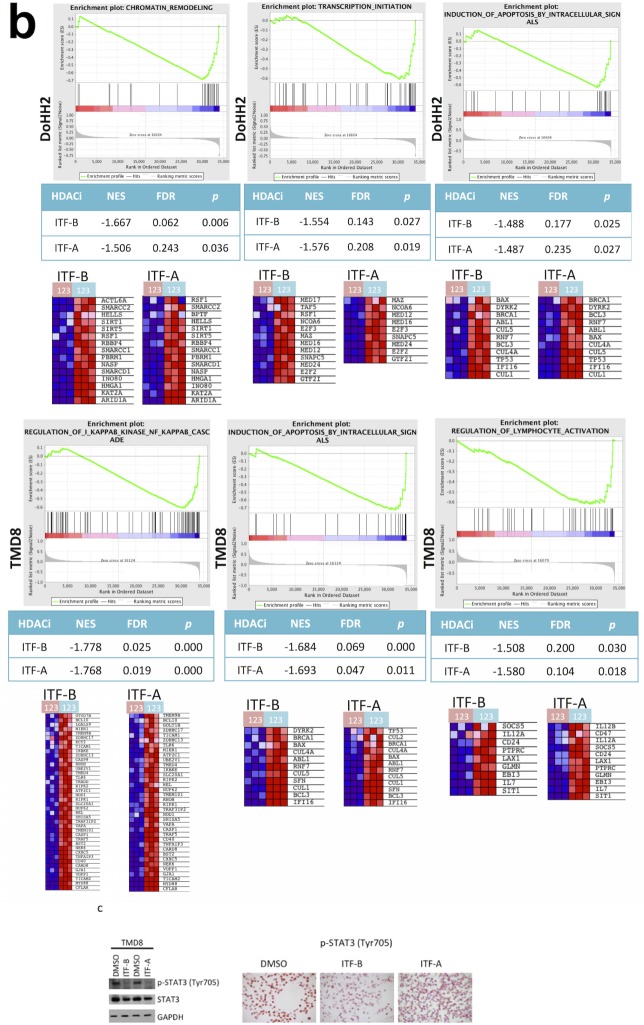
Treatment of DLBCL cell lines with ITF-B and ITF-A similarly modulates the expression of multiple genes DoHH2 (GCB-DLBCL) and TMD8 (ABC-DLBCL) cells were treated for 8 hours with ITF-B (200 nM) or ITF-A (100 nM). Control treated cells to which equivalent concentrations of DMSO were added were included. Total RNA extracted from treated cells was subjected to GEP, followed by Gene Set Enrichment Analysis (GSEA) of the GEP data. The individual heatmaps show the top 50 up-regulated (upper part of heatmap) and top 50 down-regulated (lower part of heatmap) genes in each cell line following treatment with each HDACi. Samples labeled with a pink box are the HDACi-treated cells from three independent experiments while samples labeled with a blue box are the corresponding DMSO-treated cells. Red denotes high expression, blue denotes low expression. For each cell line, many of the top 50 up- and down-regulated genes were similarly modulated by the two HDACi. This was also true when comparing the two cell lines. (b) Enrichment plots for gene sets that are statistically significant in both ITF-B- and ITF-A-treated cells. Enrichment plots in the upper panel are for DoHH2 cells, those in the lower panel are for TMD8 cells. Below each enrichment plot are the corresponding heatmaps for each HDACi showing the core enrichment genes. The pink and blue boxes to the left of each heatmap indicate HDACi and DMSO-treated samples, respectively as described above. NES = normalized enrichment score, FDR = False discovery rate q-value. The enrichment plots shown are for ITF-B and are similar to those obtained for ITF-A. (c) Left panel, immunoblotting demonstrates the up-regulation of phosphorylated STAT3 (Tyr705) and total STAT3 in the ABC-DLBCL cell line TMD8 following 24 hours treatment with 200 nM ITF-B or 100 nM ITF-A. Right panel, Immunohistochemical staining shows that phosphorylated STAT3 is down-regulated and absent from most nuclei in TMD8 cells treated for 24 hours with 200 nM ITF-B or 100 nM ITF-A.

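Of the 50 genes that rose most in DoHH2 cells, 45 were the same with ITF-A and ITF-B, and of the 50 that fell most, 46. In TMD8 cells these counts were 39 and 44. Among them are the synaptotagmin SYT11, up by 3.48 and 3.40 in DoHH2 cells and 4.02 and 3.85 in TMD8 cells with ITF-A and ITF-B (n = 3 arrays per group), and the estrogen receptor GPER1, with -3.07 and -3.12 in DoHH2 cells and -2.94 and -2.77 in TMD8 cells. Every gene of the 50 for a compound also changed in the same direction with the other compound in that line (limma). Chance gives 0.125 shared genes of 20046 (Fisher's exact test, one-sided, p = 1.44e-125 and 3.93e-130 in DoHH2 cells and 4.88e-101 and 3.61e-121 in TMD8 cells, genes not being independent replicates). Ranked by signal-to-noise in place of the fold change, the lists shared 10 rising and 7 falling genes in DoHH2 cells and 10 and 9 in TMD8 cells.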

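Between DoHH2 and TMD8 cells, 10 of the 50 genes that rose most and 9 of the 50 that fell most were the same with ITF-A, and 10 and 10 with ITF-B. The shared genes that rose include DACT3, an antagonist of Wnt signaling, TSPAN9, a tetraspanin, and TUFT1. Those that fell include GPR183, a receptor that guides B cells in follicles, the transcription factor BHLHE40, and NRROS, with -2.08 and -2.16 in DoHH2 cells and -2.54 and -2.58 in TMD8 cells with ITF-A and ITF-B. The overlaps exceed chance (Fisher's exact test, one-sided, p = 3.41e-17 and 4.05e-15 with ITF-A, p = 3.41e-17 for each direction with ITF-B). Of the 50 genes that rose most in DoHH2 cells with ITF-A, 39 also rose in TMD8 cells, 4 fell and 7 did not pass. Of the 50 that fell most, 44 also fell, 0 rose and 6 did not pass (limma). From TMD8 to DoHH2 cells, 44 of the 50 also rose, 0 fell and 6 did not pass, and 35 also fell, 2 rose and 13 did not pass. By signal-to-noise the lines shared 5 rising and 0 falling genes with ITF-A and 4 and 1 with ITF-B, while with an offset of 16 they shared 17 and 18 rising genes with ITF-A and ITF-B.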

### Cell lines transcriptomes determine the response to ITF-A and ITF-B

As described above, lymphoma cell lines generally underwent G1 cell cycle arrest when treated with HDACi representative of IC50 or GI50 doses. However, some cell lines presented small differences between doses conferring cell cycle arrest (GI50 doses) and those inducing cell death (LC50 doses), while other cell lines presented large differences between these values. We were therefore interested in determining if distinct genetic features characterized these different cell lines. We focused on 23 DLBCL cell lines for which we had drug response data as well as baseline GEP data (e.g., GEP data from cells grown under normal culture conditions, in the absence of HDACi treatment), to prevent histology-specific genetic signatures from masking signatures specifically associated with response. For each of these 23 cell lines, LC50 values were divided by GI50 values to obtain LC50/GI50 values. For each HDACi, the 23 DLBCL cell lines were assigned to one of two groups using the median LC50/GI50 value for each HDACi as a cutoff. For ITF-B, GSEA showed the enrichment of multiple cell cycle associated gene sets in the group of cell lines with high LC50/GI50 values i.e. with LC50/GI50 values greater than the median (Supplementary Table 7 and Figures 3a, 3b). Genes associated with inhibiting cell cycle progression and promoting cell cycle arrest (*CDKN1A, CDKN1B, CDKN2A*) were more highly expressed in the high LC50/GI50 group (Figure 3b). Comparison of CDKN1A levels in high and low LC50/GI50 cell lines showed that CDKN1A was specifically overexpressed in the high LC50/GI50 group (p = 0.032) (Figure 3c). These observations indicate that the high LC50/GI50 and low LC50/GI50 groups comprise cell lines with genetically distinct transcriptomes, which may be important in mediating their response to treatment with HDACi.

**Figure 3:**
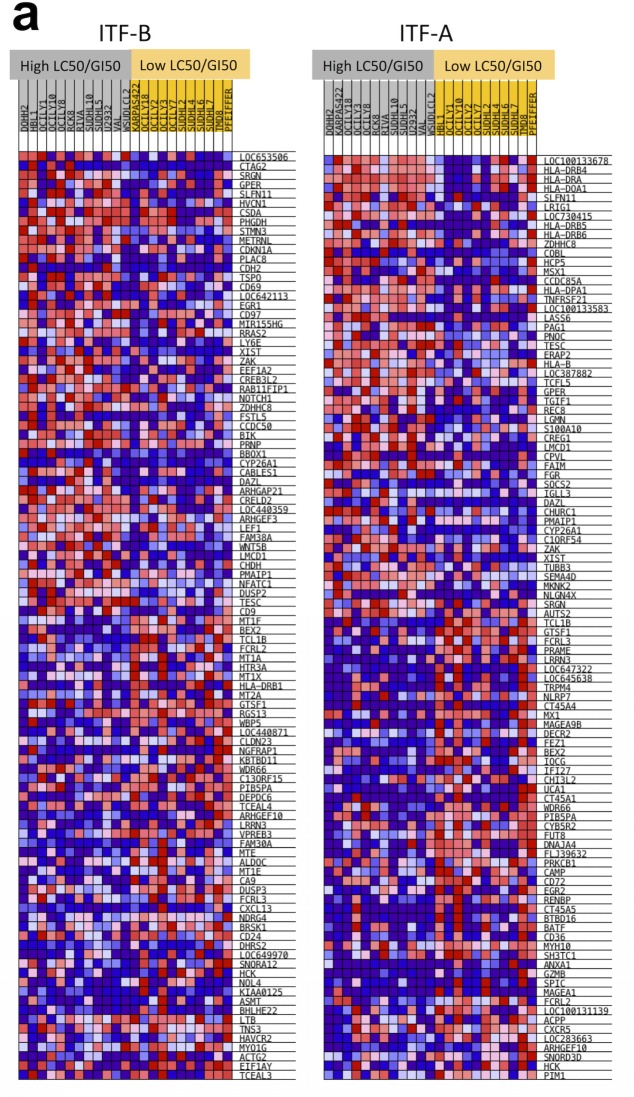

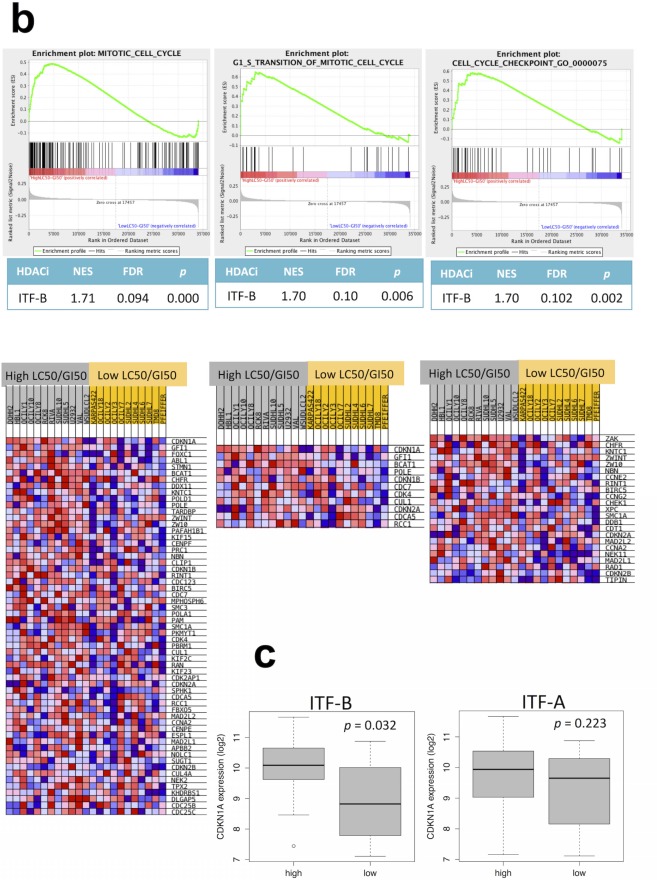
DLBCL cells assigned to low LC50/GI50 and high LC50/GI50 groups exhibit specific genetic signatures (a) The LC50/GI50 value represents the fold difference between LC50 and GI50 values for each cell line. Cell lines with LC50/GI50 values higher than the median are in the high LC50/GI50 group (grey), while those with a lower than the median fold difference are in the low LC50/GI50 group (yellow). LC50/GI50 values were calculated for each HDACi. The heatmap shows the relative expressions of the top 50 up-regulated and the top 50 down-regulated genes. Red denotes high expression, blue denotes low expression. (b) Enrichment plots for cell cycle gene sets that are modulated for ITF-B when comparing high and low LC50/GI50 groups. The heatmaps below the enrichment plots show the core enrichment genes for each gene set. NES = normalized enrichment score, FDR = False discovery rate q-value, *p* = p-value. (c) Higher expression of the *CDKN1A* transcript in the high LC50/GI50 group compared to the low LC50/GI50 group for ITF-B. The thick black line on the boxplot represents the median, while the whiskers represent the interquartile ranges. p-values were obtained using a one-tailed Student's t-test.

We then looked at the association between the anti-proliferation responses of all 32 lymphoma cell lines used in this study and genetic or biological features previously reported as being associated with resistance to HDACi (Supplementary Table 8). The overexpression of anti-apoptotic genes (*BCL2* and *BCL2L1*) has been associated with resistance to HDACi [26]. Expression of *BCL2L1* was positively correlated with IC50 values for ITF-A (r^2^ = 0.490, p-value = 0.006), but not with IC50 values for ITF-B (r^2^ = 0.227, p-value = 0.219). Expression of *BCL2L1* was not associated with LC50 values for either of the two HDACi. *BCL2* expression exhibited no correlation with IC50 or LC50 values. Additionally, when considering only DLBCL cell lines we did not observe any association between *BCL2* translocation status and IC50 values (Supplementary Figure 4). Increased levels of the antioxidant genes *SOD2,* glutathione reductase (*GSR*) and thioredoxin (*TXN*) have also been associated with resistance to HDACi treatment [26]. *SOD2* and *GSR* levels correlated with LC50 values for both HDACi suggesting that they may be specifically associated with the cytotoxic effects of ITF-A and ITF-B. For *SOD2*, the correlation between expression and LC50 values for ITF-B and ITF-A respectively, were r^2^ = 0.569, p-value = 0.001 and r^2^ = 0.542, p-value = 0.002). For *GSR,* the values were r^2^ = 0.444, p-value = 0.013 and r^2^ = 0.419, p-value = 0.020 for ITF-B and ITF-A, respectively (Supplementary Table 8). Overexpression of *STAT1* and *STAT3* transcripts has been reported to reduce sensitivity to some HDACi, but we did not observe an association between dose response values and *STAT1* or *STAT3* expression. Furthermore, as mentioned above, we did not observe any association between dose response values and DLBCL cell of origin, suggesting that the presence of phosphorylated and constitutively activated STAT3 that is exclusively observed in ABC-DLBCL, was unlikely to be associated with response. Inactivating mutations of the histone acetyltransferase genes *EP300* and *CREBBP,* were not associated with response in DLBCL cells (Supplementary Figure 4), which frequently harbor mutations of these genes [3, 4]. At the level of gene expression, *CREBBP* exhibited no correlation with IC50 values for either HDACi, but showed a positive association with LC50 values for ITF-B (r^2^ = 0.431, p-value = 0.016). *EP300* expression negatively correlated with LC50 values for both HDACi (r^2^ = −0.382, p-value = 0.035 for ITF-B and r^2^ = −0.485, p-value = 0.006 for ITF-A).

## DISCUSSION

In this study, we have demonstrated the anti-proliferative activities of two novel HDACi in a panel of 32 lymphoma cell lines. ITF-A and ITF-B are hydroxamic acid HDACi. These novel HDACi target classes I, IIb and IV HDACs. Both HDACi showed the ability to inhibit the proliferation of lymphoma cell lines of different histologies (DLBCL, MCL and SMZL) without any association between potency and lymphoma histology, also when comparing GCB-DLBCL and ABC-DLBCL. For both HDACi, IC50 values were in the nanomolar range with most cell lines displaying IC50 values below the thresholds of 20nM for ITF-A and below 50nM for ITF-B. These values compare favourably with other HDACi currently in the literature [13, 17]. We demonstrated the ability of the two novel HDACi to reverse the deacetylation of histone and non-histone proteins: ITF-A and ITF-B were able to induce the acetylation of histone H3 and α-tubulin in the DLBCL cell lines DoHH2 and TMD8.

In order to better understand the mechanisms of action of the two HDACi, we performed GEP on two DLBCL cell lines that had been treated with each HDACi. 

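Of 40 gene lists, 7 rose and 15 fell over both lines with ITF-A and 7 rose and 16 fell with ITF-B (camera). With an estimated correlation, 18 of these lists passed with each compound. In DoHH2 cells 7 rose and 9 fell with ITF-A and 7 and 12 with ITF-B, of which 10 passed with an estimated correlation for each. In TMD8 cells 7 rose and 16 fell with each compound, and 18 passed with an estimated correlation. When treated and DMSO arrays were regrouped, camera still called a median of 8 of the 40 lists over both lines with each compound. The highest counts were 24 with ITF-A and 22 with ITF-B, so that the number of lists called is a loose measure. Among stress genes, TXNIP, an inhibitor of thioredoxin, rose over both lines (2.07 with ITF-A and 1.98 with ITF-B, standard error 0.0666, n = 3 arrays per group and line), and NQO1, a quinone reductase that NRF2 controls, fell (-1.23 with ITF-A and -1.18 with ITF-B, standard error 0.0543). Of 23 antioxidant genes and NRF2 targets, 13 rose and 6 fell with ITF-A and 13 and 7 with ITF-B, while 4 and 3 did not pass the test (13 up and 7 down with ITF-A and 14 and 7 with ITF-B when adjusted over the list alone). Their median log2 fold change was 0.23 with ITF-A and 0.21 with ITF-B (camera, adjusted p = 0.0141 and 0.019). The group no longer passed with an estimated correlation (adjusted p = 0.053 and adjusted p = 0.0693). BAG3, a co-chaperone, rose (1.69 with ITF-A and 1.60 with ITF-B), as did the chaperone gene HSPA1B (1.50 with ITF-A and 1.37 with ITF-B), while the transcription factor ATF5 fell (-1.47 with ITF-A and -1.45 with ITF-B). With ITF-A 14 of 32 genes of the heat shock and unfolded protein responses rose, 12 fell and 6 did not pass, and with ITF-B 14, 12 and 6 (15 up and 13 down with ITF-A and 14 and 12 with ITF-B when adjusted over the list alone). The medians of the group were 0.04 with ITF-A and 0.06 with ITF-B (camera, adjusted p = 0.114 and 0.157).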

We observed the modulation of multiple transcripts and consequently, of numerous signaling pathways and biological processes following the 8 hours treatment. These processes included those regulating cell cycle progression and apoptosis, although these were not the most frequently altered processes. 

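TYMS, the thymidylate synthase of DNA synthesis, fell over both lines (-1.44 with ITF-A and -1.58 with ITF-B, standard error 0.0523, n = 3 arrays per group and line), and GINS3, of the replicative helicase, fell too (-1.50 with ITF-A and -1.46 with ITF-B), while TK1, a thymidine kinase, rose (1.64 with ITF-A and 1.50 with ITF-B). Among 40 DNA replication genes, ITF-A raised 9 and lowered 17, ITF-B raised 11 and lowered 21, and 14 and 8 did not pass (10 up and 17 down with ITF-A and 11 and 21 with ITF-B when adjusted over the list alone). The group had a median change of -0.08 with ITF-A and -0.15 with ITF-B (camera, adjusted p = 0.177 and 0.141). PTTG1, the securin of mitosis, rose (0.97 with ITF-A and 0.94 with ITF-B) and UBE2C, of the anaphase-promoting complex pathway, fell (-0.86 with ITF-A and -0.84 with ITF-B). Of 31 mitosis genes, 5 rose and 17 fell with ITF-A and 6 and 16 with ITF-B, while 9 and 9 did not pass the test (8 up and 18 down with ITF-A and 7 and 18 with ITF-B when adjusted over the list alone). Median changes were -0.26 with ITF-A and -0.25 with ITF-B (camera, adjusted p = 0.0567 and 0.0564). The list passed with ITF-A without replicate 3 of either DMSO set (DoHH2 adjusted p = 0.0488, TMD8 0.0481), and with ITF-B without replicate 1 of DoHH2 ITF-B (0.0437), replicate 1 of TMD8 DMSO (0.0415) or replicate 3 of TMD8 ITF-B (0.0469). AVEN, an inhibitor of apoptosis, fell (-1.83 with ITF-A and -1.76 with ITF-B, standard error 0.0545), as did CFLAR, which blocks caspase-8 (-1.79 with ITF-A and -1.74 with ITF-B), while MCL1, an anti-apoptotic gene of the BCL2 family, rose (0.51 with ITF-A and 0.41 with ITF-B). With ITF-A 2 of 11 anti-apoptotic genes rose, 8 fell and 1 did not pass, and with ITF-B 3, 8 and 0 (3 up and 8 down with ITF-A and 3 and 8 with ITF-B when adjusted over the list alone). With ITF-A the median change was -0.53, with ITF-B -0.46 (camera, adjusted p = 1.24e-05 and 1.12e-05).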

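Over both lines the genes that rose most with ITF-A, in order, were SYT11 (3.75, standard error 0.0533), DACT3 (3.11), SERPINE2 (3.09), NDRG4 (2.99), H1-10 (2.85), TUBB2B (2.72), MT1G, IER3 (2.65), DHRS2 and SLC30A3 (2.59). With ITF-B they were SYT11 (3.63), SERPINE2 (3.13), DACT3 (3.06), NDRG4 (2.97), MT1G, H1-10 (2.78), TUBB2B (2.62), SLC30A3 (2.54), TSPAN9 (2.51) and IER3 (2.47). H1-10 is a linker histone, TUBB2B a beta-tubulin, IER3 an immediate early gene and SLC30A3 a zinc transporter. Of the histone genes, H2BC8 rose (2.29 with ITF-A and 2.23 with ITF-B) and the variant gene H2AZ1 fell (-0.23 with ITF-A and -0.19 with ITF-B). Among 85 histone genes, ITF-A raised 62 and lowered 3, ITF-B raised 63 and lowered 2, and 20 and 20 did not pass (65 up and 4 down with ITF-A and 63 and 2 with ITF-B when adjusted over the list alone). A median of 0.31 was found with ITF-A and of 0.33 with ITF-B (camera, adjusted p = 2.35e-18 and 2.69e-19). Of the tubulin genes, TUBB4A rose (2.40 with ITF-A and 2.36 with ITF-B) and TUBB fell (-0.97 with ITF-A and -0.89 with ITF-B). Of 21 tubulin genes, 8 rose and 6 fell with ITF-A and 9 and 7 with ITF-B, while 7 and 5 did not pass the test (the same counts adjusted over the list alone). At the median, the change was 0.02 with ITF-A and -0.01 with ITF-B (camera, adjusted p = 0.000217 and 0.00028). These became adjusted p = 0.293 and adjusted p = 0.279 with an estimated correlation. Mean (0.39) and test (up) had the other sign than the median with ITF-B. The study chose both families from these arrays, so their direction is not independent evidence.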

The top 100 up-regulated genes following treatment primarily comprised histone, tubulin and metallothionein genes. Metallothioneins comprised 8/100 (8%) of the top 100 up-regulated genes. 

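MT1G, a metallothionein, rose in DoHH2 cells (3.69 with ITF-A and 3.79 with ITF-B, standard error 0.112, n = 3 arrays per group) and by less in TMD8 cells (1.73 with ITF-A and 1.94 with ITF-B, adjusted p = 7.85e-13 and 3.63e-12 from limma for the difference). MT1X, another, rose in DoHH2 cells (3.19 with ITF-A and 3.14 with ITF-B, standard error 0.0843) and in TMD8 cells (1.76 with ITF-A and 1.80 with ITF-B). With ITF-A 7 of 10 metallothionein genes over both lines rose, 0 fell and 3 did not pass, and with ITF-B 7, 0 and 3 (the same counts adjusted over the list alone). Their medians came to 1.53 with ITF-A and 1.50 with ITF-B (camera, adjusted p = 1.3e-11 and 1.4e-12). The family was named by the study from these arrays, so its direction is not independent evidence.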

Metallothioneins are a class of heavy-metal binding proteins that also scavenge free radicals. HDACi treatment has been shown to up-regulate their expression in certain cell types, and they may be involved in drug resistance [27, 28]. The top 100 down-regulated genes, which included the pro-survival genes *MYC, CCND2* and *NFKB1* likely comprised genes that were targeted for down-regulation following HDACi treatment, probably via mechanisms that specifically reduce the binding of acetylated histones and specific transcription factors to the regulatory regions of these genes [21].

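Over both lines the genes that fell most with ITF-A, in order, were GPER1 (-3.00, standard error 0.0657), TNFRSF17 (-2.93), GPR183 (-2.79), SSPN (-2.55), GAPT (-2.41), BHLHE40 (-2.34), BATF (-2.33), NRROS (-2.31), PLD6 and OAS2 (-2.22). With ITF-B the same 10 genes fell most, led by GPER1 (-2.94), TNFRSF17 (-2.93) and GPR183 (-2.83). The size of the fall of TNFRSF17 depends on the processing, from -2.50 in the authors' log2 table to -3.48 with an offset of 16 for each compound. In treated TMD8 cells its level lay near the array median of 6.15, which limits how far a fall can be read. TNFRSF17 and GPR183 are receptors of B-lineage cells, GAPT is an adaptor protein, BATF and BHLHE40 are transcription factors and OAS2 is induced by interferon. Counted by probe from the largest fall, MYC was at rank 18 with ITF-A and 16 with ITF-B, CCND2 at 28 and 22, and NFKB1 at 68 and 87.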

The anti-proliferation response to HDACi can either result from cell cycle arrest or apoptosis [18]. It is not fully clear which factors determine a cytostatic or a cytotoxic response to HDACi although HDACi concentration and cell type are likely to play major roles [18, 29]. Studies investigating the anti-proliferation activities of anti-cancer drugs usually consider the IC50 as a measure of cellular response and drug potency. Determination of additional dose response parameters may provide further information that assists in identifying genetic and/or biological characteristics that influence response [30]. In this study, we also determined GI50, LC50 and TGI values in addition to IC50 values. These measurements enabled us to determine doses at which each HDACi was cytotoxic i.e. the LC50 dose, in each cell line. We observed that at doses representative of the IC50 or GI50, most cell lines tested underwent cell cycle arrest in G1 with little or no apoptosis. Interestingly, cell lines displayed marked differences when comparing their LC50 and GI50 values. Thus, we performed functional annotation analysis comparing cell lines with larger lold differences between their LC50 and GI50 values (high LC50/GI50 group) to those with smaller lold differences between their LC50 and GI50 values (low LC50/GI50 group). We observed that the cell lines belonging to the high LC50/GI50 group were specifically enriched of cell cycle gene sets compared to the low LC50/GI50 group. When looking closer at the single gene level, several genes encoding cyclin dependent kinase inhibitors showed a trend for overexpression in the high LC50/GI50 group and of these *CDKN1A* was more highly expressed in the high LC50/GI50 group than in the low LC50/GI50 group, suggesting that high basal expression of CDKN1A might protect cells from HDACi-mediated cytotoxicity. This observation is important considering the critical role of CDKN1A in the anti-proliferation response to HDACi treatment [11, 13, 18, 31]. The ability of HDACi to increase CDKN1A expression is the main mechanism by which they mediate cell cycle arrest in G1 [11, 13, 18]. However, increased CDKN1A expression can also protect cells from cytotoxicity [19] and indeed, therapies combining HDACi with agents that abrogate HDACi-mediated induction of CDKN1A enhance HDACi-mediated apoptosis [32]. Recently it has been shown that cell lines resistant to another hydroxamic acid derived HDACi, belinostat, exhibit prolonged up-regulation of CDKN1A/p21^WAF1/CIP1^ following treatment with belinostat and do not undergo apoptosis whereas sensitive cell lines only transiently up-regulated CDKN1A/p21^WAF1/CIP1^ and underwent apoptosis [20]. This together with our observations indicates that the baseline level of CDKN1A/p21^WAF1/CIP1^ as well as the duration of its induction following HDACi treatment [20] are important in determining a particular cell's anti-proliferative response to such treatment.

The expression levels of several genes have been shown to impact on the response to HDACi treatment. Among these, overexpression of the anti-apoptotic genes *BCL2* and *BCL2L1* has been reported to confer resistance to HDACi [21, 23, 33]. We did not observe any association between expression levels of *BCL2* and IC50 or LC50 values for the 32 cell lines used in this study. Expression of *BCL2L1* was only positively correlated with IC50 values for ITF-A. Notably, the expression of the antioxidant genes *SOD2* and *GSR* correlated positively with LC50 values for both HDACi. The role of antioxidant genes in conferring resistance to HDACi-induced cytotoxicity has been reported [22, 34] and it is interesting that levels of *SOD2* and *GSR* correlate strongly with LC50 values, suggesting that their higher expression specifically impedes a cytotoxic response.

Recent discoveries of the prevalence of inactivating mutations in the acetyltransferase genes EP300 and CREBBP in lymphomas have highlighted the crucial role of epigenetics in the pathobiology of lymphomas, including especially DLBCL [3, 4]. As HDACi are epigenetic drugs that mediate changes in the acetylation levels of numerous histone and non-histone proteins, it is possible that the presence of mutated EP300 and CREBBP proteins may affect the response to HDACi. However, in DLBCL cells, we observed no correlation between the mutational status of CREBBP or EP300 and the dose response values for ITF-B and ITF-A. We also looked at the expression levels of *CREBBP* and *EP300* transcripts in all 32 cell lines as factors other than mutation or genomic aberrations may reduce the expression of these genes [4]. *CREBBP* expression did not correlate with IC50 values for either HDACi, but positively correlated with LC50 values (i.e., the drug cytotoxic activity) for ITF-B. Conversely, *EP300* levels showed a negative correlation with LC50 values for both HDACi.

In conclusion, we have demonstrated the robust anti-proliferative activity of two novel HDACi, ITF-B and ITF-A. Basal *CDKN1A* levels appear to be important in determining the gap between HDACi concentrations that cause cell cycle arrest and those that cause cell death. The importance of baseline *CDKN1A* levels in mediating cytotoxicity at doses similar to or much higher than the GI50 has not been previously reported. These data may be useful in identifying cells that would benefit from combination approaches using HDACi and agents that overcome cell cycle arrest.

## METHODS

### Cell lines and compounds

Established human cell lines derived from DLBCL, MCL and SMZL were cultured according to the recommended conditions. All media were supplemented with fetal bovine serum (10%), Penicillin-Streptomycin-Neomycin (~5,000 units penicillin, 5 mg streptomycin and 10 mg neomycin/mL, Sigma) and L-glutamine (1%). Two novel HDACi were used: ITF-A and ITF-B (Italfarmaco S.p.A., Milan, Italy).

### Cell proliferation, cell death and cell cycle

Cells were seeded in 96-well plates (non-tissue culture treated) at a density of 10,000 cells for all cell lines except for VAL and JeKo-1, which were seeded at 20,000 cells per well. Each HDACi was dissolved in dimethyl sulphoxide (DMSO). For treatment of cells, compounds were serially diluted in the appropriate tissue culture medium, at a range of 7.8 – 500 nM and added to cells (in five replicates). Cells were incubated for 72 hours at 37ºC, 5% CO_2_. DMSO alone was added to negative control (untreated) cells. Wells containing medium only were included on each plate and served as blanks for absorbance readings. MTT; 3-(4,5-dimethylthiazolyl-2)-2, 5-diphenyltetrazoliumbromide (Sigma-Aldrich Chemie GmbH, Buchs, Switzerland) was prepared as a 5 mg/ml stock in PBS and filter-sterilized. MTT solution (22μL) was added to each well and tissue culture plates were incubated at 37ºC for 4 hours. Cells were then lysed with 25% SDS lysis buffer and absorbance was read at 570 nm using an AD340 plate reader (Beckman Coulter International SA, Switzerland). For each cell line and biological replicate, a “time zero” (t0) plate was seeded with the appropriate number of cells per well and processed immediately to allow a time zero density to be determined. The IC50 (50% Inhibitory Concentration), GI50 (50% Growth Inhibition), LC50 (50% Lethal Concentration: the drug concentration that kills 50% of the cells that were present at the time of drug addition), and TGI (Total Growth Inhibition: the drug concentration that yields no net growth over the course of the assay) were calculated from absorbance values obtained from the treatment plates alone (IC50) or from the treatment plates and time zero plates (GI50, LC50 and TGI). The doses corresponding to the IC50, GI50, LC50 and TGI were estimated by fitting a sigmoidal model through the dose response curve using the R statistical package (www.r-project.org). Cell proliferation, apoptosis and cell cycle were evaluated on cells treated with DMSO or different doses of ITF-B and ITF-A. For cell cycle analyses, the percentages of cells in G1, S and G2/M phases of the cell cycle were determined using the Watson Pragmatic model and the FlowJo software (TreeStar Inc., Ashland, OR, USA).

### Western blotting analysis

Protein extractions, SDS-PAGE and immunoblotting were performed as previously described [35]. The antibodies used were: anti-STAT3 (9139, Cell Signaling), anti-phospho-STAT3 (Tyr705) (9131, Cell Signaling), anti-Acetyl Histone H3 (Lys27) (8173, Cell Signaling), anti-Acetyl--Tubulin (Lys40) (5335, Cell Signaling).

### Immunohistochemistry

Cells were fixed in 2% paraformaldehyde (PFA) and embedded in paraffin. Antigen retrieval was performed with Tris-EDTA at pH 9 for 30 minutes at 98°C. A monoclonal antibody against phospho-STAT3 (Cell Signaling) was applied. Reactions were developed with the Ultravision Quanto Detection System (HRP-Polymer kit (TL-125-QHL, Thermo Scientific).

### Real-time polymerase chain reaction (PCR)

RNA was extracted using TRI-reagent (Sigma-Aldrich Chemie GmbH, Buchs, Switzerland). Quantitative Real-time Polymerase chain reaction (qPCR) was performed as previously described [35] (primer sequences available upon request).

### Gene expression profiling

Gene Expression Profiling (GEP) was performed using the HumanHT-12 v4 Expression BeadChip (Illumina, San Diego, CA, USA), as described [35]. Data processing and statistical analysis were performed using R/Bioconductor [36]. Transcript mapping was based on HG19 using manufacturer-supplied annotation. Data were quantile normalized and subsequently batch corrected using ComBat [37]. Differential expression analysis was performed using LIMMA [38]. Functional annotation was performed using the Gene Set Enrichment Analysis (GSEA) software [39, 40]. Raw GEP data are available on the Gene Expression Omnibus (GEO) database (GSE64821).

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: Novel HDAC inhibitors exhibit pre-clinical efficacy in lymphoma models and point to the importance of CDKN1A expression levels in mediating their anti-tumor response
**Source:** Oncotarget. 2014 Dec 30;6(7):5059–71. doi: 10.18632/oncotarget.3239
**Supplement:** Supplementary file 1

Novel HDAC inhibitors exhibit pre-clinical efficacy in lymphoma models and point to the importance of *CDKN1A* expression levels in mediating their anti-tumor response

Supplementary Material

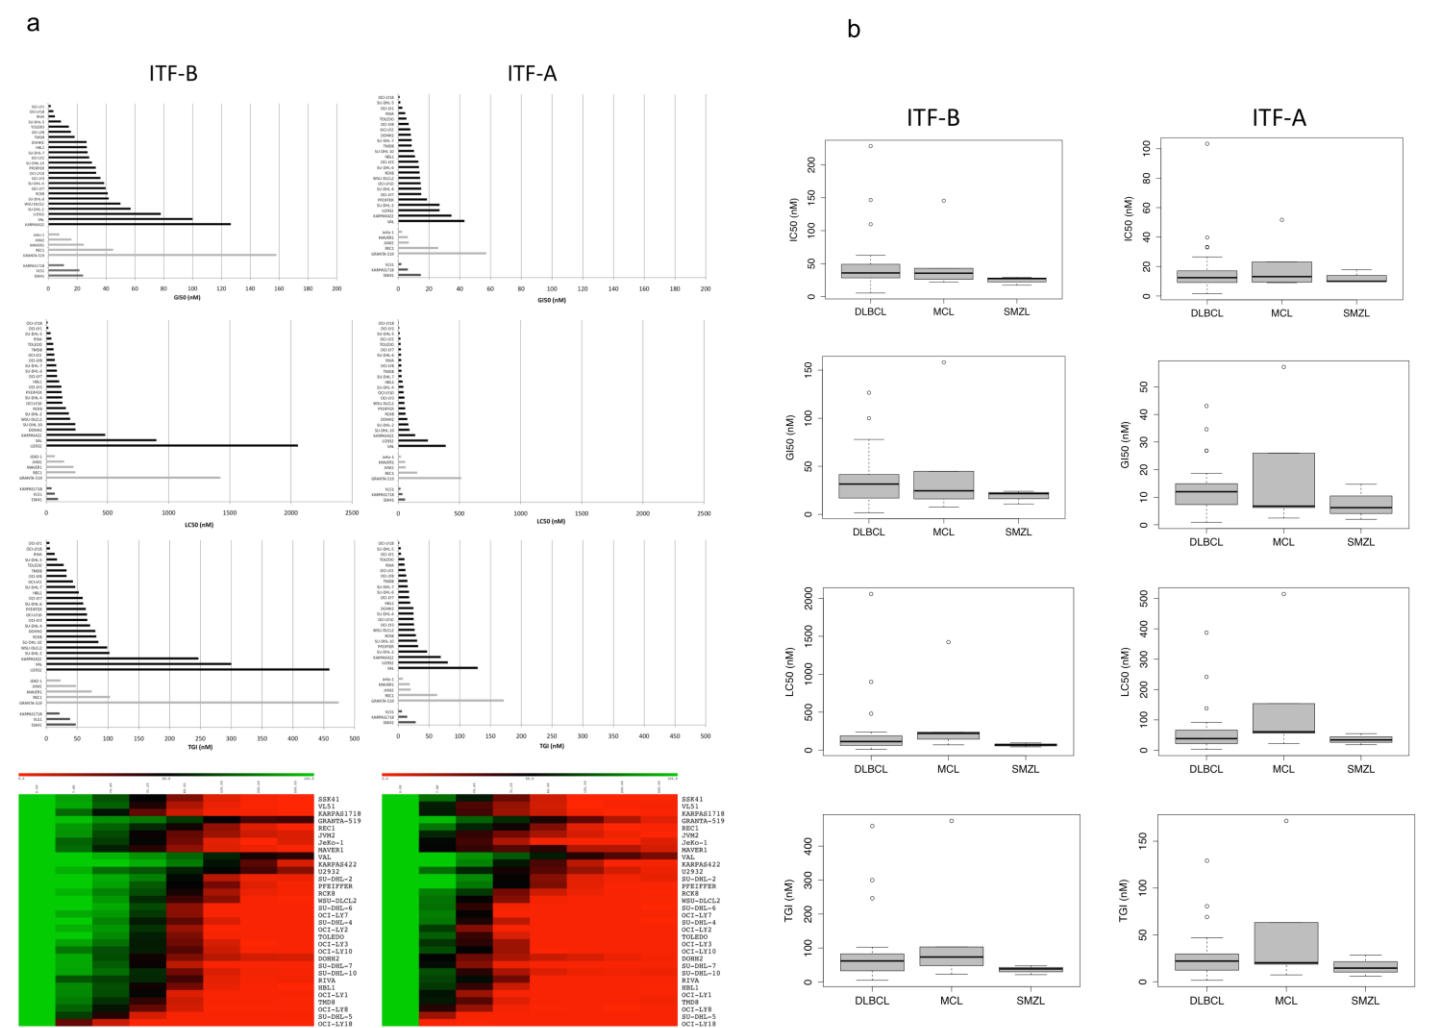

Supplementary Figure 1: The novel histone deacetylase inhibitors ITF-B and ITF-A exhibit antiproliferative activities in a wide range of lymphoma cell lines. (a) Individual GI50, LC50 and TGI values for ITF-B and ITF-A. The 32 cell lines are grouped and coloured according to their lymphoma histology: DLBCL, black bars; MCL, light grey bars; SMZL, dark grey bars. All values are in nM. GI50 values for ITF-B ranged from 1.7 nM to 158.1 nM while those for ITF-A ranged from 0.9 to 57.2 nM. LC50 values range from 10 to 2056.8 nM for ITF-B and from 2.9 to 514.8 nM for ITF-A. TGI values ranged from 5.1 to 474.3 nM for ITF-B, and from 1.6 to 171.6 nM for ITF-A. Bottom panel, color gradient heatmap showing the sensitivity of NHL cell lines to nanomolar doses of either HDACi, as well as the relatively higher sensitivity of cells to ITF-A compared to ITF-B. (green, 100% viable cells; black, 50% viable cells; red, 0% viable cells). (b) Boxplots showing that the dose response parameters (IC50, GI50, LC50 and TGI) are not associated with lymphoma histology. The range and median of values for each dose response parameter are comparable between DLBCL, SMZL and MCL cell lines. The thick black line on each boxplot represents the median, while the whiskers represent the interquartile ranges.

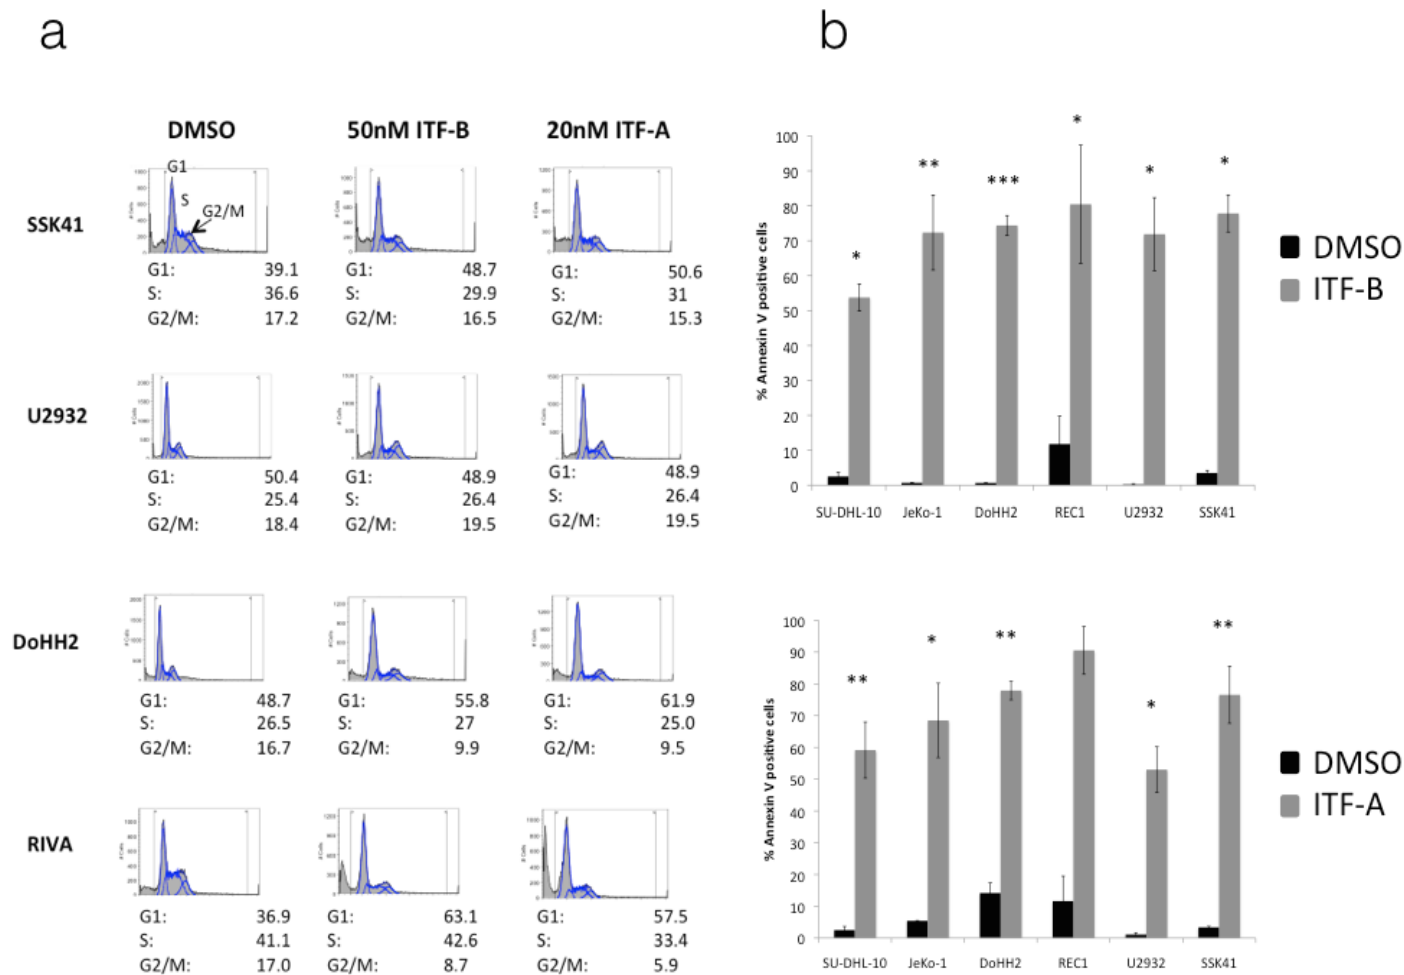

Supplementary Figure 2: Lymphoma cell lines treated with doses representative of the ic50/Gi50, or LC50 doses of ITF-B and ITF-A undergo cell cycle arrest in G1 or apoptosis. (a) Cell cycle analyses of lymphoma cell lines following treatment with 50 nM ITF-B or 20 nM ITF-A for 72 hours. The plots shown are representative of at least two independent experiments. (b) Apoptosis analysis for lymphoma cells treated with LC50 doses of each HDACi. All cell lines undergo pronounced apoptosis. Error bars represent the S.E. (*) denotes $p \leq 0.05$, (**) denotes $p \leq 0.01$, (***) denotes $p \leq 0.001$.

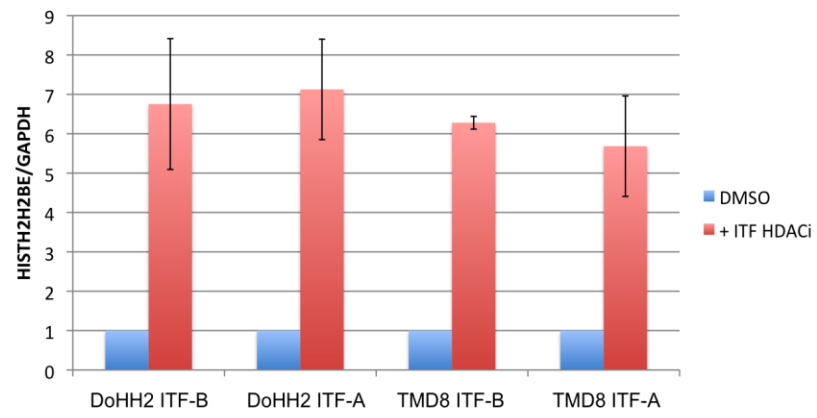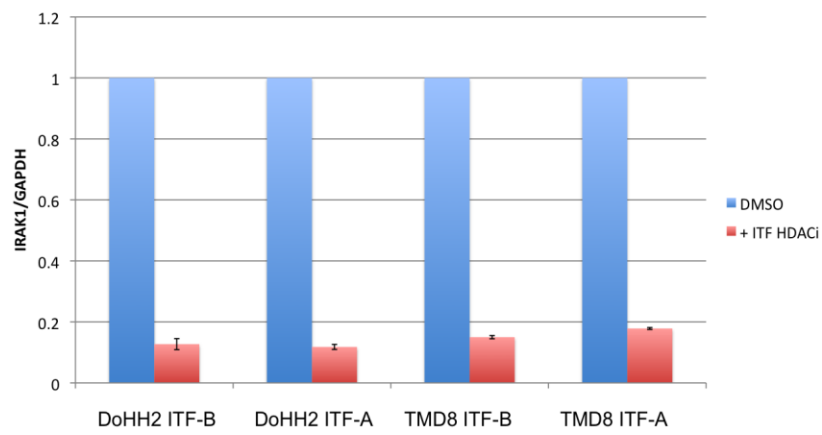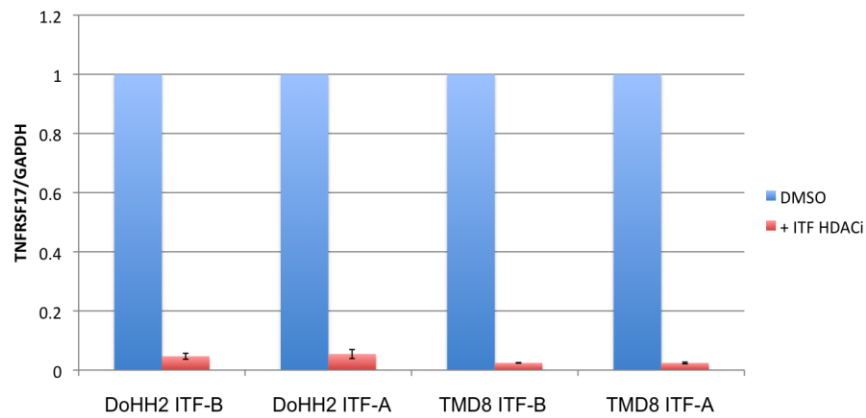

Supplementary Figure 3: Quantitative real-time PCR validation of the modulated expression of *H1STH2H2BE*, *IRAK1* and *TNFRSF17* transcripts. The expression of each transcript was normalized to *GAPDH*. Error bars represent the S.E.

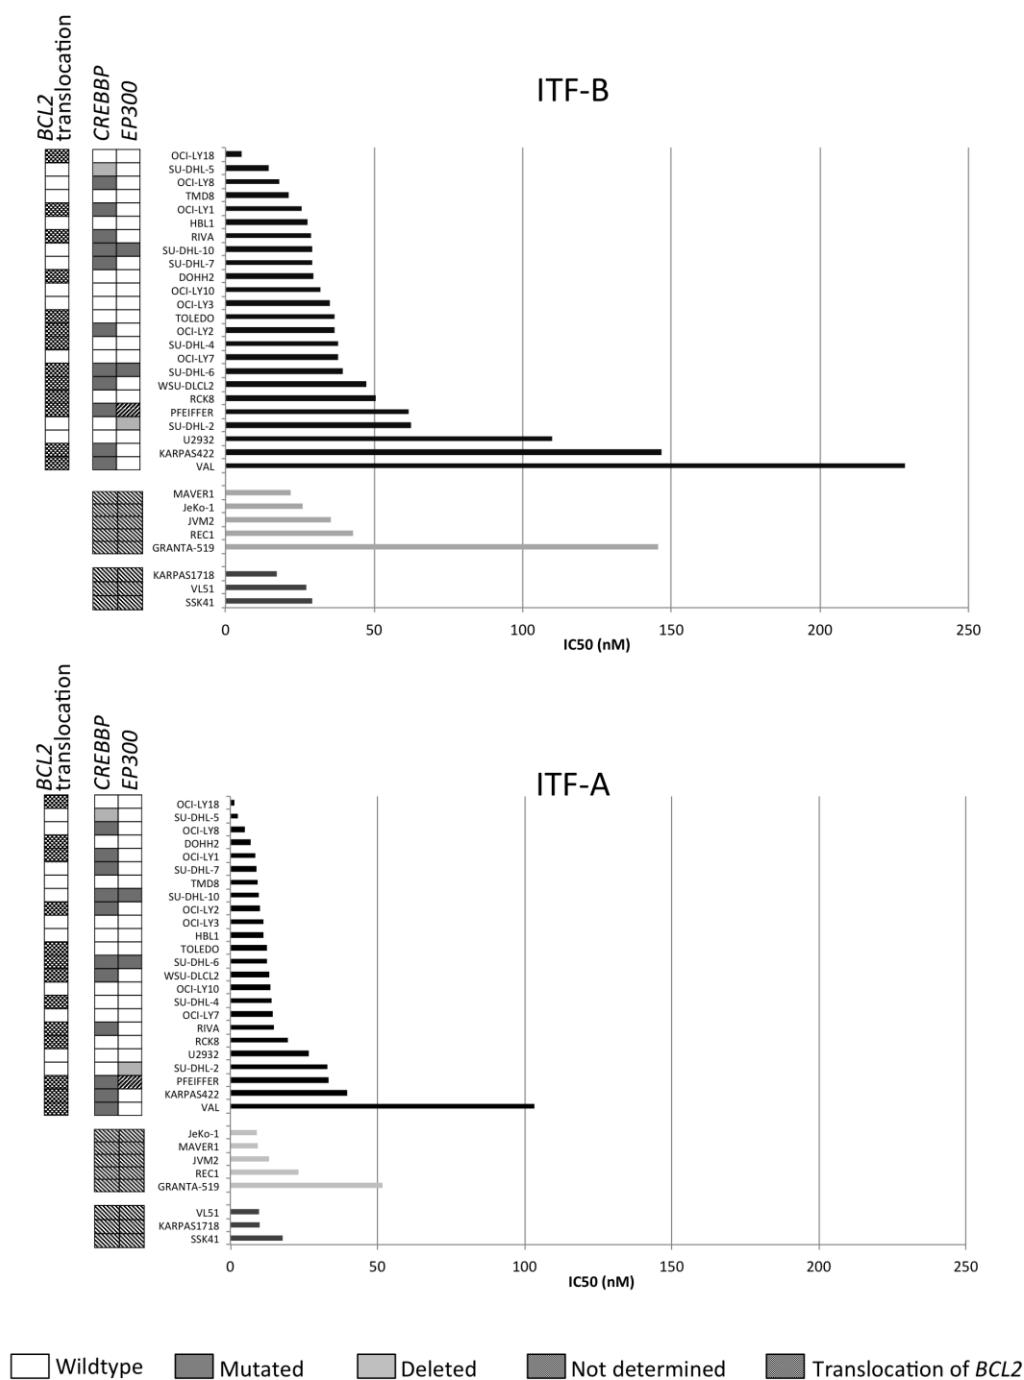

Supplementary Figure 4: *BCL2* translocation status and CREBBP/EP300 mutations are not associated with IC50 values. Individual IC50 values for ITF-B (upper panel) and ITF-A (lower panel). The 32 cell lines are grouped and coloured according to their lymphoma histology: DLBCL, black bars; MCL, light grey bars; SMZL, dark grey bars. IC50 values are in nM. To the left of each bar chart are shown the translocation status of *BCL2* (for DLBCL cell lines only), the mutational status of CREBBP and the mutational status of EP300. The key for the different genetic aberrations is shown at the bottom. None were associated with IC50 values for the two HDACi.

Supplementary Table 1: Gene ontology (GO) gene sets that were significantly enriched ($FDR < 0.25$) in DoHH2 ($n = 3$) cells following 8 hours treatment with 200nM ITF-B and GEP analysis. Column labels: NAME, name of gene set; SIZE, number of members in gene set; NES, normalized enrichment score; ES, enrichment score; NOM p-val, nominal p-value; FDR q-val, false discovery rate q-value.

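Gene set enrichment analysis ranks all genes by their difference between treated and DMSO-treated cells and asks whether the members of a set gather at an end of that ranking. In the tables for DoHH2 cells a positive score means that a set was higher in the treated cells and a negative score that it was higher in DMSO. Sets of RNA processing, ribosome biogenesis, translation and chromatin remodeling have negative scores there. The enrichment score is the largest deviation of the running sum, the normalized score allows for the size of the set, and the q-value estimates the share of false calls among sets scored as high.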

Supplementary Table 2: Gene ontology (GO) gene sets that were significantly enriched ($FDR < 0.25$) in DoHH2 ($n = 3$) cells following 8 hours treatment with 100nM ITF-A and GEP analysis. Column labels: NAME, name of gene set; SIZE, number of members in gene set; NES, normalized enrichment score; ES, enrichment score; NOM p-val, nominal p-value; FDR q-val, false discovery rate q-value.

Supplementary Table 3: Gene ontology (GO) gene sets that were significantly enriched ($FDR < 0.25$) in TMD8 ($n = 3$) cells following 8 hours treatment with 200nM ITF-B and GEP analysis. Column labels: NAME, name of gene set; SIZE, number of members in gene set; NES, normalized enrichment score; ES, enrichment score; NOM p-val, nominal p-value; FDR q-val, false discovery rate q-value.

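In the tables for TMD8 cells the scores are read in the same way, with negative values for sets that were higher in DMSO. Sets of the NF-κB cascade and of the response to virus have negative scores in the TMD8 tables and are absent from those for DoHH2 cells. The set of apoptosis induced by intracellular signals has a negative score in the tables of both lines and both compounds.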

Supplementary Table 4: Gene ontology (GO) gene sets that were significantly enriched ($FDR < 0.25$) in TMD8 ($n = 3$) cells following 8 hours treatment with 100nM ITF-A and GEP analysis. Column labels: NAME, name of gene set; SIZE, number of members in gene set; NES, normalized enrichment score; ES, enrichment score; NOM p-val, nominal p-value; FDR q-val, false discovery rate q-value.

Supplementary Table 5: Results of LIMMA analysis of GEP data obtained from DoHH2 ($n = 3$) and TMD8 ($n = 3$) cells treated for 8 hours with ITF-B (200 nM). The table lists all probes that were significantly altered between DMSO-treated and HDACi-treated cells. Column labels: PROBE I.D., Illumina probe I.D.; SYMBOL, gene symbol specific for adjacent probe I.D.; log2 ratio, fold change expression between HDACi-treated and DMSO-treated cells. Positive log2 ratios denote increased expression in HDACi-treated cells and negative log2 ratios denote decreased expression in HDACi-treated cells, relative to the DMSO controls. P.Value, p-value; adj.P.Val, p-value adjusted for multiple test correction.

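Each line of the table for ITF-B is a probe, with its log2 ratio between treated and DMSO-treated cells over both lines and the p-value of LIMMA before and after correction. The paper lists 10309 probes, 5208 up and 5101 down, with adjusted p up to 0.05. Of these, 10108 also changed in the same direction over both lines in the limma model described for the arrays, and 0 in the opposite direction.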

Supplementary Table 6: Results of LIMMA analysis of GEP data obtained from DoHH2 ($n = 3$) and TMD8 ($n = 3$) cells treated for 8 hours with ITF-A (100 nM). The table lists all probes that were significantly altered between DMSO-treated and HDACi-treated cells. Column labels: PROBE I.D., Illumina probe I.D.; SYMBOL, gene symbol specific for adjacent probe I.D.; log2 ratio, fold change expression between HDACi-treated and DMSO-treated cells. Positive log2 ratios denote increased expression in HDACi-treated cells and negative log2 ratios denote decreased expression in HDACi-treated cells, relative to the DMSO controls. P.Value, p-value; adj.P.Val, p-value adjusted for multiple test correction.

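The table for ITF-A is read in the same way. The paper lists 10506 probes, 5266 up and 5240 down, the smallest absolute log2 ratio being 0.0542. Here 10324 of them also changed in the same direction over both lines and 0 in the opposite direction (limma), and the other listed probes did not pass.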

Supplementary Table 7: Gene ontology (GO) gene sets that were significantly enriched ($FDR < 0.25$) in high LC50/GI50 and low LC50/GI50 groups for ITF-B. Column labels are as described above for supplementary tables 1-4.

Supplementary Table 8: Spearman correlation coefficients and corresponding p-values for genes whose expression is associated with IC50 or LC50 values for ITF-B or ITF-A.

# Supplementary material for: Novel HDAC inhibitors exhibit pre-clinical efficacy in lymphoma models and point to the importance of CDKN1A expression levels in mediating their anti-tumor response
**Source:** Oncotarget. 2014 Dec 30;6(7):5059–71. doi: 10.18632/oncotarget.3239
**Supplement:** Supplementary file 2

Supplementary table 1. DoHH2 DMSO vs DoHH2 ITF-B

NAME	SIZE	ES	NES
<i>GO gene sets with an FDR q-value <0.25 for DoHH2 cells treated with DMSO</i>			
RIBONUCLEOPROTEIN_COMPLEX	142	-0.6683086	-2.11475
NUCLEOLUS	124	-0.63880605	-2.0089557
RNA_PROCESSING	153	-0.61370194	-1.9701163
NUCLEOLAR_PART	18	-0.84737456	-1.8973324
RNA_BINDING	247	-0.54916763	-1.8588868
POSITIVE_REGULATION_OF_TRANSLATION	35	-0.7256097	-1.8058368
RIBOSOME_BIOGENESIS_AND_ASSEMBLY	18	-0.7904628	-1.774277
RNA_SPLICING	74	-0.5884327	-1.7027128
TRANSLATION_FACTOR_ACTIVITY_NUCLEIC_ACID_BINDING	38	-0.6886533	-1.7471045
TRANSLATION_REGULATOR_ACTIVITY	40	-0.6476154	-1.6965946
NUCLEAR_LUMEN	376	-0.48704976	-1.6921141
REGULATION_OF_CYTOKINE_BIOSYNTHETIC_PROCESS	38	-0.6429697	-1.7045639
SPLICEOSOME	50	-0.6349131	-1.7084599
RRNA_PROCESSING	15	-0.7990083	-1.7284105
SMALL_NUCLEAR_RIBONUCLEOPROTEIN_COMPLEX	22	-0.7354578	-1.7111521
INTRACELLULAR_RECEPTOR_MEDIATED_SIGNALING_PATHWAY	20	-0.73194176	-1.6806785
CHROMATIN_REMODELING	25	-0.68813854	-1.6672996
MEMBRANE_ENCLOSED_LUMEN	446	-0.48217404	-1.6838106
TRANSCRIPTION_ACTIVATOR_ACTIVITY	172	-0.5147355	-1.6692865
RIBONUCLEOPROTEIN_COMPLEX_BIOGENESIS_AND_ASSEMBLY	76	-0.6002576	-1.7331848
ORGANELLE_LUMEN	446	-0.48217404	-1.7158227
ESTABLISHMENT_AND_OR_MAINTENANCE_OF_CHROMATIN_ARCHITECTURE	73	-0.57884777	-1.67181
B_CELL_ACTIVATION	20	-0.7344276	-1.6724149
RRNA_METABOLIC_PROCESS	16	-0.78541774	-1.7167335
TRANSLATION_INITIATION_FACTOR_ACTIVITY	24	-0.69705003	-1.6521269
TRANSCRIPTION_COACTIVATOR_ACTIVITY	123	-0.53115624	-1.653349
STEROID_HORMONE_RECEPTOR_SIGNALING_PATHWAY	19	-0.7370688	-1.6411257
CALCIUM_MEDIATED_SIGNALING	16	-0.7638546	-1.6381007
POSITIVE_REGULATION_OF_CYTOKINE_BIOSYNTHETIC_PROCESS	25	-0.68445295	-1.6274549
CHROMATIN_ASSEMBLY_OR_DISASSEMBLY	26	-0.6865081	-1.6280227
CHROMOSOME_ORGANIZATION_AND_BIOGENESIS	118	-0.5288872	-1.613346
CYTOKINE_METABOLIC_PROCESS	42	-0.60400826	-1.6043673
TRNA_METABOLIC_PROCESS	18	-0.7051526	-1.5796515
VITAMIN_METABOLIC_PROCESS	17	-0.7163434	-1.569271
CHROMATIN_MODIFICATION	51	-0.560716	-1.5623714
CYTOKINE_BIOSYNTHETIC_PROCESS	41	-0.606363	-1.5693831
RIBOSOMAL_SUBUNIT	20	-0.678977	-1.5575495
MRNA_PROCESSING_GO_0006397	55	-0.56759304	-1.5627192
BASE_EXCISION_REPAIR	16	-0.72263724	-1.5518343
HELICASE_ACTIVITY	50	-0.56216437	-1.549304
TRANSCRIPTION_INITIATION	35	-0.60801667	-1.5539697
REGULATION_OF_TRANSLATION	93	-0.5057617	-1.5311645
TRANSLATIONAL_INITIATION	39	-0.5916824	-1.5407702
ORGANELLAR_RIBOSOME	22	-0.65810055	-1.5313628
PROTEIN_DNA_COMPLEX_ASSEMBLY	48	-0.5671293	-1.5420848
INSOLUBLE_FRACTION	15	-0.72848374	-1.5360746
REGULATION_OF_TRANSLATIONAL_INITIATION	31	-0.59900224	-1.5313994
HORMONE_RECEPTOR_BINDING	29	-0.6209668	-1.5244161
TRANSLATION	178	-0.47049975	-1.532691
TRANSCRIPTION_INITIATION_FROM_RNA_POLYMERASE_II_PROMOTER	29	-0.6118413	-1.5163132
MITOCHONDRIAL_RIBOSOME	22	-0.65810055	-1.5172762
MACROMOLECULAR_COMPLEX_DISASSEMBLY	15	-0.70423734	-1.5069184
RIBOSOME	39	-0.58313733	-1.5047755
PROTEASOME_COMPLEX	23	-0.6490232	-1.5011836
REGULATION_OF_T_CELL_PROLIFERATION	16	-0.69474155	-1.4848404
T_CELL_PROLIFERATION	19	-0.66152847	-1.4817278
PROTEIN_FOLDING	57	-0.531674	-1.4853814
PROTEIN_RNA_COMPLEX_ASSEMBLY	57	-0.5234774	-1.4863
INDUCTION_OF_APOPTOSIS_BY_INTRACELLULAR_SIGNALS	23	-0.63355714	-1.4875244
DOUBLE_STRANDED_DNA_BINDING	32	-0.59530115	-1.4886168
NUCLEOPLASM	270	-0.43690157	-1.4771794
MACROMOLECULAR_COMPLEX_ASSEMBLY	269	-0.43104842	-1.4939547
NUCLEAR_HORMONE_RECEPTOR_BINDING	28	-0.615708	-1.4919788
STRUCTURE_SPECIFIC_DNA_BINDING	55	-0.537628	-1.4891741
MITOCHONDRION_ORGANIZATION_AND_BIOGENESIS	47	-0.5446293	-1.46452
RNA_DEPENDENT_ATPASE_ACTIVITY	17	-0.6702436	-1.457006
PORE_COMPLEX	36	-0.57562625	-1.4551884
TRANSCRIPTION_COFACTOR_ACTIVITY	223	-0.43784958	-1.4512144
REGULATION_OF_DNA_METABOLIC_PROCESS	44	-0.54886025	-1.4415286
ATP_DEPENDENT_RNA_HELICASE_ACTIVITY	16	-0.649511	-1.4366455
DNA_METABOLIC_PROCESS	245	-0.4278727	-1.4294144
CHROMATIN_BINDING	32	-0.56701773	-1.4312412
RIBONUCLEASE_ACTIVITY	25	-0.60394996	-1.4266405
NUCLEAR_PORE	31	-0.57249576	-1.431324

CHROMOSOME PERICENTRIC REGION	31	-0.5654424	-1.4327272
CHROMATIN_REMODELING_COMPLEX	17	-0.64763415	-1.4221178
CELLULAR_COMPONENT_ASSEMBLY	286	-0.41786787	-1.4153849
ATP_DEPENDENT_HELICASE_ACTIVITY	26	-0.5899623	-1.4109006
HUMORAL_IMMUNE_RESPONSE	32	-0.5670373	-1.4109234
**GO gene sets with an FDR q-value <0.25 for DoHH2 cells treated with 200nM ITF-B**			
MICROTUBULE_ASSOCIATED_COMPLEX	47	0.7265401	1.8540069
ENDOSOME_TRANSPORT	23	0.8006768	1.8357769
VESICLE_MEDIATED_TRANSPORT	193	0.5898236	1.8599873
HYDRO_LYASE_ACTIVITY	27	0.75701255	1.7794979
CYTOSOL	205	0.5452738	1.7316146
CLATHRIN_COATED_VESICLE	36	0.6856709	1.6740823
GOLGI_MEMBRANE	44	0.6540872	1.6774311
MOTOR_ACTIVITY	28	0.7153378	1.6799856
GOLGI_APPARATUS	222	0.5269615	1.6834804
REGULATION_OF_G_PROTEIN_COUPLED_RECEPTOR_PROTEIN_SIGNALING_PATHWAY	23	0.7763036	1.7349573
SECRETION	178	0.54328346	1.6915967
CYTOSKELETAL_PROTEIN_BINDING	158	0.5475612	1.6842606
MICROTUBULE_CYTOSKELETON	145	0.54678327	1.6580878
LIPID_TRANSPORTER_ACTIVITY	28	0.72481203	1.7023879
OXIDOREDUCTASE_ACTIVITY_ACTING_ON_THE_ALDEHYDE_OR_OXO_GROUP_OF_DONORS	22	0.7566588	1.695187
LIPID_TRANSPORT	28	0.7276045	1.7090336
LIPID_HOMEOSTASIS	16	0.7774584	1.6398264
NITROGEN_COMPOUND_CATABOLIC_PROCESS	29	0.69091594	1.6420951
REGULATION_OF_NEUROTRANSMITTER_LEVELS	24	0.7038678	1.6099482
GLUTATHIONE_TRANSFERASE_ACTIVITY	15	0.7443736	1.551416
SECRETION_BY_CELL	116	0.5449789	1.6099759
LYASE_ACTIVITY	69	0.5910774	1.613995
ACTIN_FILAMENT_BASED_PROCESS	115	0.5219311	1.5519682
FATTY_ACID_OXIDATION	18	0.7169639	1.5522623
MONOVALENT_INORGANIC_CATION_TRANSPORT	93	0.5329851	1.5396085
AMINE_CATABOLIC_PROCESS	27	0.6791309	1.5990794
RESPONSE_TO_NUTRIENT_LEVELS	29	0.641945	1.5410624
RESPONSE_TO_NUTRIENT	17	0.7573103	1.5953596
CYTOPLASM_ORGANIZATION_AND_BIOGENESIS	15	0.7588257	1.5347729
PROTEIN_KINASE_ACTIVITY	281	0.47170925	1.5524039
PHOSPHOLIPID_BINDING	47	0.59809124	1.5603452
AMINO_ACID_CATABOLIC_PROCESS	25	0.6722415	1.5422083
MEMBRANE_ORGANIZATION_AND_BIOGENESIS	133	0.51030964	1.5347729
MICROTUBULE_MOTOR_ACTIVITY	16	0.724689	1.5573968
DEVELOPMENTAL_MATURATION	18	0.7089525	1.5321097
PROTEIN_KINASE_REGULATOR_ACTIVITY	39	0.6026566	1.5266964
ENZYME_LINKED_RECEPTOR_PROTEIN_SIGNALING_PATHWAY	140	0.515702	1.5673956
VACUOLE	68	0.5715181	1.564358
NEURON_DEVELOPMENT	61	0.57224005	1.5757174
GOLGI_APPARATUS_PART	98	0.53980386	1.5604517
TIGHT_JUNCTION	31	0.6239602	1.5076591
CYTOSKELETON_ORGANIZATION_AND_BIOGENESIS	207	0.4733538	1.5005836
HYDROLASE_ACTIVITY_HYDROLYZING_O_GLYCOSYL_COMPOUNDS	37	0.64234656	1.5781364
CARBON_CARBON_LYASE_ACTIVITY	18	0.7210119	1.5270947
CARBON_OXYGEN_LYASE_ACTIVITY	31	0.6444252	1.5690886
DETECTION_OF_EXTERNAL_STIMULUS	23	0.6693147	1.5202872
METAL_ION_TRANSPORT	117	0.50993246	1.5087047
APICAL_JUNCTION_COMPLEX	34	0.60649353	1.5139655
SECRETORY_PATHWAY	84	0.5568588	1.5711442
CALCIUM_INDEPENDENT_CELL_CELL_ADHESION	22	0.6712066	1.5009648
CYTOSKELETAL_PART	230	0.47927865	1.5204204
T_CELL_DIFFERENTIATION	15	0.7288376	1.5145875
LIPOPROTEIN_BINDING	17	0.7077341	1.516423
CYTOSKELETON	357	0.45510924	1.5107311
CELL_MATURATION	16	0.7246372	1.5088812
HETEROCYCLE_METABOLIC_PROCESS	27	0.6776636	1.5790309
TRANSMEMBRANE_RECEPTOR_PROTEIN_TYROSINE_KINASE_SIGNALING_PATHWAY	83	0.53472245	1.5013542
CATION_TRANSPORT	146	0.5162964	1.5858904
VESICLE	121	0.49735412	1.4914323
RESPONSE_TO_EXTRACELLULAR_STIMULUS	33	0.6108238	1.5016779
OXIDOREDUCTASE_ACTIVITY_ACTING_ON_THE_ALDEHYDE_OR_OXO_GROUP_OF_DONORS NAD OR NADP AS ACCEPTOR	16	0.7721069	1.5808773
GTPASE_ACTIVITY	99	0.5181239	1.4939619
PROTEIN_SERINE_THREONINE_KINASE_ACTIVITY	202	0.4713966	1.4919822
GOLGI_VESICLE_TRANSPORT	48	0.57057106	1.4862974
REGULATION_OF_HYDROLASE_ACTIVITY	78	0.51987463	1.4741195
LIPID_BINDING	87	0.5122723	1.4722123
SYNAPSE	27	0.628908	1.4745849
CYTOPLASMIC_VESICLE	116	0.49996084	1.4819608
TUBULIN_BINDING	46	0.57167953	1.4749355
MEMBRANE_BOUND_VESICLE	114	0.49543852	1.4636265
PEROXISOME	45	0.5587444	1.4587991

APICOLATERAL_PLASMA_MEMBRANE	34	0.60649353	1.4775307
ENDOSOME	66	0.54419833	1.4755374
ION_TRANSPORT	184	0.46622548	1.4552613
ACTIN_CYTOSKELETON_ORGANIZATION_AND_BIOGENESIS	105	0.49855614	1.4638475
CELL_PROJECTION_BIOGENESIS	25	0.62143964	1.4591367
SMALL_GTPASE_BINDING	33	0.5939568	1.4533591
PHOSPHOTRANSFERASE_ACTIVITY_ALCOHOL_GROUP_AS_ACCEPTOR	330	0.44699347	1.4782015
ION_BINDING	267	0.44617248	1.4516926
NERVOUS_SYSTEM_DEVELOPMENT	381	0.4361527	1.455871
LAMELLIPODIUM	25	0.618594	1.4499168
OXIDOREDUCTASE_ACTIVITY_ACTING_ON_THE_CH_CH_GROUP_OF_DONORS	23	0.65313095	1.4659601
CARBOHYDRATE_TRANSPORT	19	0.6557965	1.4643732
CELL_PROJECTION	107	0.49649185	1.4594647
MICROBODY	45	0.55874443	1.4421461
CELLULAR_LIPID_CATABOLIC_PROCESS	35	0.5675329	1.4328537
G_PROTEIN_COUPLED_RECEPTOR_BINDING	54	0.5374589	1.4446687
KINASE_ACTIVITY	364	0.43430722	1.4460144
MYOSIN_COMPLEX	16	0.6879892	1.4430586
GTPASE_BINDING	34	0.58149636	1.433647
REGULATION_OF_CATALYTIC_ACTIVITY	273	0.440413	1.4297359
LIPID_CATABOLIC_PROCESS	38	0.55699223	1.3983587
CYTOPLASMIC_MEMBRANE_BOUND_VESICLE	112	0.49197596	1.4358207
REGULATION_OF_CELL_GROWTH	43	0.5611896	1.439537
CARBOHYDRATE_METABOLIC_PROCESS	180	0.45648935	1.430004
REGULATION_OF_ANATOMICAL_STRUCTURE_MORPHOGENESIS	25	0.62081057	1.4378728
SYNAPTIC_VESICLE	15	0.689496	1.4339148
COATED_VESICLE	46	0.55043757	1.398433
CASPASE_ACTIVATION	26	0.60508895	1.3950838
EXTRACELLULAR_STRUCTURE_ORGANIZATION_AND_BIOGENESIS	32	0.57296944	1.3961947
LIPID_METABOLIC_PROCESS	318	0.43726063	1.4363127

# Supplementary material for: Novel HDAC inhibitors exhibit pre-clinical efficacy in lymphoma models and point to the importance of CDKN1A expression levels in mediating their anti-tumor response
**Source:** Oncotarget. 2014 Dec 30;6(7):5059–71. doi: 10.18632/oncotarget.3239
**Supplement:** Supplementary file 3

Supplementary table 2. DoHH2 DMSO vs DoHH2 ITF-A

NAME	SIZE	ES	NES	NOM p-val	FDR q-val
<i>GO gene sets with an FDR q-value <0.25 for DoHH2 cells treated with DMSO</i>					
RNA_PROCESSING	153	-0.63482404	-2.0205438	0	9.69E-04
RRNA_METABOLIC_PROCESS	16	-0.8634268	-1.9031278	0	0.004907108
RRNA_PROCESSING	15	-0.8638641	-1.9084433	0	0.00542658
RIBOSOME_BIOGENESIS_AND_ASSEMBLY	18	-0.84540546	-1.8570218	0	0.009537009
RNA_SPLICING	74	-0.61536133	-1.8149229	0	0.015170613
RIBONUCLEOPROTEIN_COMPLEX_BIOGENESIS_AND_ASSEMBLY	76	-0.6141472	-1.793436	0	0.018158648
POSITIVE_REGULATION_OF_TRANSLATION	35	-0.67217606	-1.723561	0.002272727	0.059082158
INTRACELLULAR_RECEPTOR_MEDIATED_SIGNALING_PATHWAY	20	-0.7304811	-1.6436745	0.004264392	0.11697672
MRNA_PROCESSING_GO_0006397	55	-0.5936987	-1.6477762	0	0.12119681
STEROID_HORMONE_RECEPTOR_SIGNALING_PATHWAY	19	-0.7371631	-1.6492529	0.002217295	0.13175921
CALCIUM_MEDIATED_SIGNALING	16	-0.7562959	-1.6566162	0.006479482	0.13612059
POSITIVE_REGULATION_OF_CYTOKINE_BIOSYNTHETIC_PROCESS	25	-0.67000633	-1.5976083	0.01632653	0.17810297
VITAMIN_METABOLIC_PROCESS	17	-0.70854366	-1.5711032	0.010548524	0.20375498
TRANSCRIPTION_INITIATION	35	-0.61133456	-1.5760583	0.019148936	0.20777315
TRNA_METABOLIC_PROCESS	18	-0.691187	-1.5385395	0.02892562	0.20857576
TRANSCRIPTION_INITIATION_FROM_RNA_POLYMERASE_II_PROMOTER	29	-0.6162327	-1.5320098	0.025052192	0.2102346
ESTABLISHMENT_AND_OR_MAINTENANCE_OF_CHROMATIN_ARCHITECTURE	73	-0.53335124	-1.5407854	0	0.21567933
MITOCHONDRION_ORGANIZATION_AND_BIOGENESIS	47	-0.56922704	-1.5437455	0.015521064	0.22175695
REGULATION_OF_CYTOKINE_BIOSYNTHETIC_PROCESS	38	-0.5910318	-1.5189065	0.022123894	0.22666678
TRANSLATION	178	-0.47377467	-1.5518727	0.002590674	0.23100092
CHROMOSOME_ORGANIZATION_AND_BIOGENESIS	118	-0.4969925	-1.5456069	0.002403846	0.2317634
INDUCTION_OF_APOPTOSIS_BY_INTRACELLULAR_SIGNALS	23	-0.63246936	-1.4867721	0.027459955	0.23534188
PROTEIN_DNA_COMPLEX_ASSEMBLY	48	-0.53919613	-1.4622419	0.02522522	0.23539223
VIRAL_INFECTION_CYCLE	32	-0.57502425	-1.4585178	0.03524229	0.23670973
REGULATION_OF_DNA_METABOLIC_PROCESS	44	-0.5525173	-1.4894961	0.035794184	0.23901428
TRANSLATIONAL_INITIATION	39	-0.5780719	-1.5032567	0.019438446	0.23928149
PROTEIN_RNA_COMPLEX_ASSEMBLY	57	-0.53092694	-1.4675852	0.013824885	0.23951559
CHROMATIN_ASSEMBLY_OR_DISASSEMBLY	26	-0.6186254	-1.4635402	0.057017542	0.24056216
CYTOKINE_BIOSYNTHETIC_PROCESS	41	-0.56763	-1.4712147	0.025751073	0.24079245
CHROMATIN_REMODELING	25	-0.629941	-1.5064597	0.035639413	0.24266666
B_CELL_ACTIVATION	20	-0.64798653	-1.4745712	0.044843048	0.24299717
MESODERM_DEVELOPMENT	22	-0.6206894	-1.4465055	0.05172414	0.2453747
DNA_METABOLIC_PROCESS	245	-0.43535963	-1.4762784	0	0.24808535
CYTOKINE_METABOLIC_PROCESS	42	-0.5668394	-1.489854	0.008888889	0.24819064
<i>GO gene sets with an FDR q-value <0.25 for DoHH2 cells treated with 100nM ITF3352</i>					
ENDOSOME_TRANSPORT	23	0.80766124	1.87209	0	0.006132597
REGULATION_OF_G_PROTEIN_COUPLED_RECEPTOR_PROTEIN_SIGNALING_PATHWAY	23	0.81443197	1.8796303	0	0.008186678
VESICLE_MEDIATED_TRANSPORT	193	0.5806581	1.8132256	0	0.022516789
LIPID_TRANSPORT	28	0.7370543	1.766543	0.001862197	0.0468874
CATION_TRANSPORT	146	0.54944146	1.6789579	0	0.1527188
CYTOPLASM_ORGANIZATION_AND_BIOGENESIS	15	0.77432734	1.6360766	0.015065913	0.16468285
SECRETION	178	0.5326729	1.6426193	0	0.16874748
RESPONSE_TO_NUTRIENT	17	0.74473906	1.6228224	0.012727273	0.17595486
ENZYME_LINKED_RECEPTOR_PROTEIN_SIGNALING_PATHWAY	140	0.5489901	1.6451019	0	0.18722029
NITROGEN_COMPOUND_CATABOLIC_PROCESS	29	0.6745041	1.6076156	0.007352941	0.19411509
LIPID_HOMEOSTASIS	16	0.7668896	1.6003537	0.01984127	0.19501562
MONOVALENT_INORGANIC_CATION_TRANSPORT	93	0.57558674	1.6461823	0	0.21602628
CARBOHYDRATE_METABOLIC_PROCESS	180	0.46893248	1.4681245	0.001669449	0.22263394
ACTIN_CYTOSKELETON_ORGANIZATION_AND_BIOGENESIS	105	0.5110678	1.4691807	0.005199307	0.22575782
MAPKKK_CASCADE_GO_0000165	103	0.5078206	1.469908	0.015358361	0.22988807
ACTIN_FILAMENT_BASED_PROCESS	115	0.5274642	1.560652	0.00170068	0.23262605
AMINO_ACID_CATABOLIC_PROCESS	25	0.6393488	1.4709973	0.048780486	0.23335254
CELL_MATRIX_ADHESION	38	0.59950197	1.4757731	0.036900368	0.2340043
DETECTION_OF_STIMULUS	47	0.5618121	1.4787682	0.010928961	0.2344782
CYTOSKELETON_DEPENDENT_INTRACELLULAR_TRANSPORT	26	0.6296058	1.4723301	0.042435423	0.23620903
DEVELOPMENTAL_MATURATION	18	0.68588	1.4900123	0.034951456	0.237324
METAL_ION_TRANSPORT	117	0.52669436	1.5530785	0	0.23738036
TRANSMEMBRANE_RECEPTOR_PROTEIN_TYROSINE_KINASE_SIGNALING_PATHWAY	83	0.5605245	1.5637133	0.005514706	0.2397919
CELL_SUBSTRATE_ADHESION	39	0.5968138	1.4825708	0.030909091	0.24019367
T_CELL_DIFFERENTIATION	15	0.712333	1.4787927	0.04283054	0.24111971
CELL_PROJECTION_BIOGENESIS	25	0.6418874	1.5097239	0.037664782	0.2428778
CALCIUM_INDEPENDENT_CELL_CELL_ADHESION	22	0.643438	1.4838004	0.025316456	0.2445762
PHOSPHOINOSITIDE_METABOLIC_PROCESS	31	0.6229605	1.4900626	0.031481482	0.24481401
SECRETION_BY_CELL	116	0.5285298	1.5678555	0.00661157	0.24584353
CELL_MATURATION	16	0.7074772	1.5122068	0.035714287	0.2465322
NEGATIVE_REGULATION_OF_MAP_KINASE_ACTIVITY	17	0.71107185	1.515123	0.030487806	0.24986666
RESPONSE_TO_NUTRIENT_LEVELS	29	0.63750136	1.5191718	0.026455026	0.24995592

# Supplementary material for: Novel HDAC inhibitors exhibit pre-clinical efficacy in lymphoma models and point to the importance of CDKN1A expression levels in mediating their anti-tumor response
**Source:** Oncotarget. 2014 Dec 30;6(7):5059–71. doi: 10.18632/oncotarget.3239
**Supplement:** Supplementary file 4

Supplementary table 3. TMD8 DMSO vs TMD8 ITF-B

NAME	SIZE	ES	NES
<i>GO gene sets with an FDR q-value <0.25 for TMD8 cells treated with DMSO</i>			
POSITIVE_REGULATION_OF_TRANSLATION	35	-0.7988508	-2.028977
HUMORAL_IMMUNE_RESPONSE	32	-0.807858	-1.9685322
REGULATION_OF_CYTOKINE_BIOSYNTHETIC_PROCESS	38	-0.74022186	-1.9022937
MESODERM_DEVELOPMENT	22	-0.8233811	-1.8961663
CYTOKINE_BIOSYNTHETIC_PROCESS	41	-0.7399187	-1.8876904
CYTOKINE_METABOLIC_PROCESS	42	-0.7385127	-1.9096785
RESPONSE_TO_VIRUS	49	-0.69948876	-1.8811599
RESPONSE_TO_OTHER_ORGANISM	82	-0.65528023	-1.9200163
POSITIVE_REGULATION_OF_CYTOKINE_BIOSYNTHETIC_PROCESS	25	-0.78198856	-1.8080004
RIBONUCLEOPROTEIN_COMPLEX	142	-0.57118034	-1.7997347
REGULATION_OF_I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	90	-0.61013377	-1.778009
POSITIVE_REGULATION_OF_I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	84	-0.6014649	-1.751625
POSITIVE_REGULATION_OF_JNK_ACTIVITY	18	-0.7961333	-1.757035
ACTIVATION_OF_JNK_ACTIVITY	16	-0.79802877	-1.6915996
TRANSCRIPTION_ACTIVATOR_ACTIVITY	172	-0.53510994	-1.7064543
I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	111	-0.5692791	-1.6821969
RNA_PROCESSING	153	-0.5348341	-1.6957581
INDUCTION_OF_APOPTOSIS_BY_INTRACELLULAR_SIGNALS	23	-0.7269506	-1.6844964
REGULATION_OF_JNK_ACTIVITY	20	-0.7618196	-1.6923356
IMMUNE_RESPONSE	234	-0.5151259	-1.6983012
IMMUNE_SYSTEM_PROCESS	327	-0.49120587	-1.6619964
STRUCTURE_SPECIFIC_DNA_BINDING	55	-0.6104479	-1.6467421
NUCLEOLUS	124	-0.5423444	-1.6493324
RESPONSE_TO_BIOTIC_STIMULUS	119	-0.5335225	-1.6258438
NUCLEOLAR_PART	18	-0.73399794	-1.6099895
CYTOKINE_AND_CHEMOKINE_MEDIATED_SIGNALING_PATHWAY	22	-0.72647846	-1.6162909
POSITIVE_REGULATION_OF_SIGNAL_TRANSDUCTION	123	-0.52896345	-1.6118376
REGULATION_OF_T_CELL_ACTIVATION	28	-0.6789743	-1.5929914
PROTEIN_AMINO_ACID_DEPHOSPHORYLATION	63	-0.57290566	-1.5816338
POSITIVE_REGULATION_OF_CELLULAR_PROTEIN_METABOLIC_PROCESS	73	-0.5420779	-1.5749317
RIBOSOME_BIOGENESIS_AND_ASSEMBLY	18	-0.7162312	-1.5777783
TRANSCRIPTION_COACTIVATOR_ACTIVITY	123	-0.5184093	-1.5866828
RRNA_PROCESSING	15	-0.748584	-1.5715295
RRNA_METABOLIC_PROCESS	16	-0.7467341	-1.5820082
B_CELL_ACTIVATION	20	-0.6928285	-1.549143
REGULATION_OF_TRANSLATION	93	-0.5228688	-1.5461768
DEPHOSPHORYLATION	70	-0.54358625	-1.5504819
MEMBRANE_ENCLOSED_LUMEN	446	-0.4456989	-1.540395
CYTOKINE_PRODUCTION	73	-0.54875064	-1.5522257
ORGANELLE_LUMEN	446	-0.4456989	-1.5414231
MITOCHONDRIAL_RIBOSOME	22	-0.66162497	-1.5206051
CYTOKINE_ACTIVITY	111	-0.5114468	-1.5313213
REGULATION_OF_LYMPHOCYTE_ACTIVATION	35	-0.6055355	-1.5076615
TRANSCRIPTION_INITIATION_FROM_RNA_POLYMERASE_II_PROMOTER	29	-0.6258204	-1.5208344
DOUBLE_STRANDED_DNA_BINDING	32	-0.61582434	-1.5045879
NUCLEAR_LUMEN	376	-0.44107887	-1.508633
CALCIUM_MEDIATED_SIGNALING	16	-0.7135546	-1.5210056
SINGLE_STRANDED_DNA_BINDING	34	-0.60526276	-1.5090548
RNA_BINDING	247	-0.46208572	-1.5211779
RECEPTOR_SIGNALING_PROTEIN_ACTIVITY	81	-0.52012295	-1.5093406
CHEMOKINE_RECEPTOR_BINDING	43	-0.5857955	-1.4973732
MACROMOLECULAR_COMPLEX_DISASSEMBLY	15	-0.7125339	-1.4932573
VIRAL_GENOME_REPLICATION	21	-0.66401374	-1.5109493
POSITIVE_REGULATION_OF_PROTEIN_METABOLIC_PROCESS	75	-0.53479725	-1.5226486
DEFENSE_RESPONSE	267	-0.44906944	-1.4902235
CHEMOKINE_ACTIVITY	42	-0.5860933	-1.4935734
MOLECULAR_ADAPTOR_ACTIVITY	49	-0.5503586	-1.4847975
ORGANELLAR_RIBOSOME	22	-0.66162497	-1.4746549
SPLICEOSOME	50	-0.53618056	-1.4507927
RNA_SPLICING	74	-0.5152229	-1.4716372
TRANSLATION	178	-0.45839664	-1.4555454
REGULATION_OF_CELLULAR_PROTEIN_METABOLIC_PROCESS	162	-0.4560066	-1.4461854
NEURON_APOPTOSIS	17	-0.6890734	-1.4608828
NEGATIVE_REGULATION_OF_TRANSCRIPTION	181	-0.46049848	-1.4624113
MULTI_ORGANISM_PROCESS	163	-0.46447274	-1.4564203
THYROID_HORMONE_RECEPTOR_BINDING	17	-0.6932494	-1.4681964
SH3_SH2_ADAPTOR_ACTIVITY	43	-0.5572921	-1.4509261
DNA_DAMAGE_RESPONSESIGNAL_TRANSDUCTION	34	-0.5844977	-1.4523119
PORE_COMPLEX	36	-0.57700294	-1.4465114
TRANSLATION_FACTOR_ACTIVITY_NUCLEIC_ACID_BINDING	38	-0.56628996	-1.4424969
RIBOSOMAL_SUBUNIT	20	-0.6606814	-1.4566759
REGULATION_OF_PROTEIN_METABOLIC_PROCESS	173	-0.45744562	-1.462632
RIBONUCLEASE_ACTIVITY	25	-0.62663937	-1.46401
DOUBLE_STRANDED_RNA_BINDING	17	-0.67789066	-1.4392189

GO gene sets with an FDR q-value <0.25 for TMD8 cells treated with 200nM ITF-B

MICROTUBULE_ASSOCIATED_COMPLEX	47	0.72462815	1.8491583
HYDRO_LYASE_ACTIVITY	27	0.8008314	1.8347774
LIPID_TRANSPORT	28	0.82004654	1.8783444
PROTEASE_INHIBITOR_ACTIVITY	41	0.7141151	1.7822123
CYTOSKELETAL_PROTEIN_BINDING	158	0.57884413	1.7302155
OXIDOREDUCTASE_ACTIVITY_ACTING_ON_THE_ALDEHYDE_OR_OXO_GROUP_OF_DONORS	22	0.7671115	1.7220784
ION_TRANSPORT	184	0.55078495	1.6670012
CELL_SUBSTRATE_ADHESION	39	0.6752655	1.668684
VESICLE	121	0.5704933	1.6759623
CYTOPLASMIC_VESICLE	116	0.5766303	1.6587607
TRANSMEMBRANE_RECEPTOR_PROTEIN_TYROSINE_KINASE_SIGNALING_PATHWAY	83	0.5995249	1.6787605
MEMBRANE_BOUND_VESICLE	114	0.5748014	1.6697694
OXIDOREDUCTASE_ACTIVITY_ACTING_ON_THE_ALDEHYDE_OR_OXO_GROUP_OF_DONORSNAD_OR_NADP_AS_ACCEPTOR	16	0.8263915	1.6815355
ENZYME_LINKED_RECEPTOR_PROTEIN_SIGNALING_PATHWAY	140	0.5845588	1.7321614
CELL_MATRIX_ADHESION	38	0.67811024	1.6504881
CARBON_OXYGEN_LYASE_ACTIVITY	31	0.7152309	1.6973898
CYTOPLASMIC_MEMBRANE_BOUND_VESICLE	112	0.57134026	1.6358961
OXIDOREDUCTASE_ACTIVITY_ACTING_ON_THE_CH_CH_GROUP_OF_DONORS	23	0.7526253	1.6902388
CLATHRIN_COATED_VESICLE	36	0.6943509	1.6836087
ENDOSOME_TRANSPORT	23	0.7209724	1.6283348
CATION_TRANSPORT	146	0.54091	1.6297524
SYNAPTIC_VESICLE	15	0.806389	1.6359048
LYASE_ACTIVITY	69	0.6270366	1.7013003
MONOVALENT_INORGANIC_CATION_TRANSPORT	93	0.58024406	1.6372137
METAL_ION_TRANSPORT	117	0.5606015	1.6378144
SERINE_TYPE_ENDOPEPTIDASE_INHIBITOR_ACTIVITY	25	0.6971932	1.6073362
TUBULIN_BINDING	46	0.61997646	1.5974485
ANION_TRANSPORT	31	0.692894	1.5991988
REGULATION_OF_NEUROTRANSMITTER_LEVELS	24	0.6918017	1.5900297
RESPONSE_TO_NUTRIENT_LEVELS	29	0.683074	1.5844029
VESICLE_MEDIATED_TRANSPORT	193	0.5161734	1.577159
LIPID_METABOLIC_PROCESS	318	0.4866567	1.5565604
VOLTAGE_GATED_CHANNEL_ACTIVITY	73	0.57716095	1.5525063
LIPID_HOMEOSTASIS	16	0.7602915	1.5490676
MICROTUBULE_CYTOSKELETON	145	0.5149308	1.5388688
ACTIN_FILAMENT	18	0.71993256	1.5398669
TRANSMEMBRANE_RECEPTOR_PROTEIN_TYROSINE_KINASE_ACTIVITY	43	0.5963804	1.4783607
OXIDOREDUCTASE_ACTIVITY	282	0.46416247	1.4813665
CELLULAR_CARBOHYDRATE_METABOLIC_PROCESS	126	0.50517386	1.4820746
REGULATION_OF_G_PROTEIN_COUPLED_RECEPTOR_PROTEIN_SIGNALING_PATHWAY	23	0.66214263	1.4787116
VOLTAGE_GATED_POTASSIUM_CHANNEL_ACTIVITY	36	0.6231329	1.5319774
SECONDARY_METABOLIC_PROCESS	26	0.651036	1.4828038
POSITIVE_REGULATION_OF_CELLULAR_COMPONENT_ORGANIZATION_AND_BIOGENESIS	36	0.60036856	1.483298
HETEROCYCLE_METABOLIC_PROCESS	27	0.65128094	1.4856887
CYTOSOL	205	0.4830568	1.4836692
CARBOHYDRATE_METABOLIC_PROCESS	180	0.47868147	1.4712026
POTASSIUM_ION_TRANSPORT	58	0.5558958	1.4866707
RESPONSE_TO_EXTRACELLULAR_STIMULUS	33	0.6330094	1.5104522
COATED_VESICLE	46	0.5897706	1.4958532
FEEDING_BEHAVIOR	24	0.6538333	1.4880667
ORGANIC_ACID_METABOLIC_PROCESS	177	0.49341607	1.4996854
DI__TRI__VALENT_INORGANIC_CATION_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	22	0.6809577	1.5052457
CELLULAR_LIPID_CATABOLIC_PROCESS	35	0.6354915	1.5135391
CELLULAR_LIPID_METABOLIC_PROCESS	250	0.4794773	1.511274
HORMONE_METABOLIC_PROCESS	32	0.60543686	1.4675186
INORGANIC_CATION_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	58	0.57274723	1.4906857
MOTOR_ACTIVITY	28	0.64005375	1.5068809
ENZYME_INHIBITOR_ACTIVITY	119	0.5230431	1.5150949
CYTOSKELETON	357	0.4595679	1.4883952
COFACTOR_BINDING	22	0.67867863	1.4959031
ALCOHOL_METABOLIC_PROCESS	87	0.53473794	1.4999487
SUBSTRATE_SPECIFIC_TRANSPORTER_ACTIVITY	392	0.44832945	1.4650539
INORGANIC_ANION_TRANSPORT	18	0.71280366	1.5237353
STEROID_BINDING	18	0.70226437	1.4909915
REGULATION_OF_ANATOMICAL_STRUCTURE_MORPHOGENESIS	25	0.6436024	1.4602364
LIPID_CATABOLIC_PROCESS	38	0.62210876	1.5152202
FATTY_ACID_METABOLIC_PROCESS	61	0.5690057	1.5000827
INTRINSIC_TO_GOLGI_MEMBRANE	15	0.7468192	1.5168229
EPIDERMAL_GROWTH_FACTOR_RECEPTOR_SIGNALING_PATHWAY	22	0.660972	1.4608161
ACTIN_BINDING	76	0.52207065	1.4444488
CARBON__CARBON_LYASE_ACTIVITY	18	0.6884953	1.4457614
MONOCARBOXYLIC_ACID_METABOLIC_PROCESS	86	0.5410509	1.518601
GENERATION_OF_A_SIGNAL_INVOLVED_IN_CELL__CELL_SIGNALING	29	0.61089027	1.4410154
PEROXISOME	45	0.5752274	1.4465324
LIPID_TRANSPORTER_ACTIVITY	28	0.6309211	1.4553784
VOLTAGE_GATED_CATION_CHANNEL_ACTIVITY	66	0.5385512	1.4413351

CARBOHYDRATE_TRANSPORT	19	0.6541888	1.4467908
CATION_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	213	0.46732634	1.4497474
MICROBODY	45	0.5752273	1.4510971

# Supplementary material for: Novel HDAC inhibitors exhibit pre-clinical efficacy in lymphoma models and point to the importance of CDKN1A expression levels in mediating their anti-tumor response
**Source:** Oncotarget. 2014 Dec 30;6(7):5059–71. doi: 10.18632/oncotarget.3239
**Supplement:** Supplementary file 5

Supplementary table 4. TMD8 DMSO vs TMD8 ITF-A

How the deposited data were processed for this re-analysis (not part of the article)

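The arrays measured mRNA of DoHH2 and TMD8 cells after 8 h of 100 nM ITF-A, 200 nM ITF-B or DMSO, in 8 groups of 3 arrays. The intensity values were deposited by the authors as a signal for each of 47231 probes and array, with no detection p-value or control probe in the table used here. The log2 values were deposited by the authors as a second table, which per the paper's methods followed quantile normalization. Each of its 24 columns was closest to the quantile-normalized log2 intensities of its own array (lowest r 0.999826, largest difference 0.271, median difference 0.00923). The spread between chips was nearly the same in both (ratio of mean squares 1.59 against 1.62), as was that between experiments (1.20 against 1.21).

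Values in the passages were computed from the intensities in R 4.3.3 with limma 3.58.1: normexp background correction with an offset of 50, quantile normalization and log2, then 1 linear model of all 24 arrays with the 8 groups and the 2 chips as additive terms and moderated t-tests. All p-values of single probes are from this model, adjusted over the 47231 probes by Benjamini-Hochberg, and those of gene lists are from limma's camera with a preset correlation of 0.01, adjusted over 40 lists. The rotation test fry was run as well. Where a list's counts are said to be adjusted over the list alone, the p-values of its members were adjusted among themselves. Medians over the 24 arrays after normalization were 6.15, with values from 5.65 to 14.49. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

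Probes were named by the array's annotation: 30113 probes carry 1 gene symbol, 8 several and 17110 none, which gives 20046 genes. For each gene the probe with the highest mean log2 value was read. Tables and figures of all genes hold 19952 of them, since some genes were not reported. CDKN2C is named only in Supplementary Tables 5 and 6. Histones carry their current names.

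Sample labels and the paper give 3 independent experiments, so that arrays of the same number were taken as pairs. Deviations of treated and DMSO arrays from their group means were correlated over 23615 probes. For the same number they averaged 0.0524 and 0.0606 in DoHH2 cells and 0.0488 and 0.0240 in TMD8 cells (ITF-A and ITF-B). Single values ran from -0.0864 to 0.142. Other numbers gave -0.0262, -0.0303, -0.0244 and -0.0121, which follows since deviations in a group sum to 0. Of 3 treated arrays, 2 and 2 in DoHH2 cells and 1 and 1 in TMD8 cells correlated best with the DMSO array of their own number.

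The genes named follow a rule set after Supplementary Tables 5 and 6 had been read: every gene that the paper names for the treated cells, the 10 largest rises and 10 largest falls over both lines per compound with 1 direction in 6 of 6 pairs, 5 per direction of each difference between the lines, up to 5 per difference between the compounds, up to 2 rises and 2 falls per gene list over both lines (for NF-κB, JAK-STAT and B-cell receptor lists also within TMD8 cells), and all genes that the paper associates with HDACi resistance. These are 306 genes. Genes that differed between the DMSO sets are outside this rule.

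The lists cover histones, tubulins, metallothioneins, the cell cycle (cyclin-dependent kinase inhibitors, G1 to S drivers, DNA replication, mitosis), apoptosis (2 lists), signaling (B-cell receptor, Toll-like receptor and MYD88, NF-κB components and targets, JAK-STAT, interferon), transcription, splicing, ribosomes and translation, chromatin enzymes, B-cell transcription factors and differentiation, MHC class II, lysosome, metabolism, stress responses, markers of other cell types and the resistance genes.

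In simulated arrays of the same design and spread, the model recovered 32.8%, 98.5% and 100% of probes changed by 0.25, 0.5 and 1 over both lines. Within DoHH2 cells it recovered 6%, 71.6% and 98.5%, and of such differences between the lines 1.5%, 26.9% and 83.3%. The changed probes were drawn only from those with a signal above the median, so that recovery of dimmer probes is not known. Of 39 lists drawn at random 0 were called by camera, and 1 list of changed genes was. The simulated noise was independent between probes, so that this does not test lists of genes that vary together. On the real arrays, regrouping called a median of 8 of the 40 lists over both lines.

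The alternatives tried were quantile normalization without background correction, the authors' log2 table, an offset of 16, a filter on dim probes, ComBat on the chip, no chip term, a term for line and experiment in place of the chip, each chip alone, the arrays of a comparison alone, array weights, both DMSO sets as control, each array left out, a minimum log2 fold change of 1, other rankings, all probes of a gene, an estimated correlation and fry.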

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

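All comparisons and splits in this part were chosen in advance, except that the kinds of splits were told apart after their counts had been seen. The paper does not test whether the changes in DoHH2 and TMD8 cells differ. Levels of the gene lists in DMSO-treated cells were not compared between the lines, so that different starting levels are not excluded as a source.

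Interferon-stimulated genes changed differently in the lines: most fell in TMD8 cells, while in DoHH2 cells they moved both ways, more of them falling than rising. IFIT1 and IFIT2 were the genes that differed most. IFIT1, which interferon induces, rose in DoHH2 cells (2.39 with ITF-A and 2.36 with ITF-B) and fell in TMD8 cells (-1.95 with ITF-A and -1.83 with ITF-B), as did IFIT2 (3.14 with ITF-A and 3.04 with ITF-B in DoHH2 cells and -1.15 with ITF-A and -1.12 with ITF-B in TMD8 cells). A difference between the lines led to each value of this paragraph and of the next, given as the change in TMD8 cells minus that in DoHH2 cells, with ITF-A first and ITF-B second. The change of 6895 probes with ITF-A and of 6896 with ITF-B differed between the lines (limma). Of the gene lists, these had a lower change in TMD8 cells: metallothioneins (-0.40 and -0.42), anti-apoptotic genes (-0.64 and -0.50), B-cell receptor signaling (-0.26 and -0.31), Toll-like receptor and MYD88 signaling (-0.35 and -0.30), NF-κB pathway components (-0.41 and -0.36), NF-κB target genes (-1.001 and -0.92), JAK-STAT signaling (-0.25 and -0.12), interferon-stimulated genes (-0.91 and -0.94), B-cell transcription factors (-0.48 and -0.59), lysosome (-0.13 and -0.19), cholesterol synthesis (-0.28 and -0.23) and activated B-cell markers (-0.80 and -0.60). A higher change in TMD8 cells was found for histones (0.28 and 0.26), ribosome biogenesis (0.20 and 0.19), translation factors (0.16 and 0.16), glycolysis and pentose phosphate pathway (0.40 and 0.39) and splicing (0.10 with ITF-B). All of them passed camera at the preset correlation, splicing with ITF-B only and not without TMD8 DMSO for ITF-B replicate 2 or TMD8 ITF-B replicate 1 (adjusted p = 0.0513 and 0.0654). Splicing passed with ITF-A without DoHH2 DMSO for ITF-A replicate 1, DoHH2 ITF-A replicate 1 or TMD8 DMSO for ITF-A replicate 2 (adjusted p = 0.0386, 0.0382 and 0.0492), and with an estimated correlation 13 lists passed with ITF-A and 11 with ITF-B. Those that no longer passed were, with ITF-A, metallothioneins (0.097), translation factors (0.0628) and lysosome (0.09), and with ITF-B, metallothioneins (0.199), JAK-STAT signaling (0.0677), translation factors (0.0606), splicing (0.0606), lysosome (0.0726) and cholesterol synthesis (0.0708) (adjusted p).

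Of the 5 genes per direction and compound with the largest differences, the change was lower in TMD8 cells for IFIT1 (-4.33 and -4.20), IFIT2 (-4.28 and -4.15), DUSP2 (-3.47 and -3.30), PMEL (-3.37 with ITF-A), CD83 (-3.30 and -3.22) and IGLL1 (-3.53 with ITF-B), among them the phosphatase DUSP2 and the surrogate light chain IGLL1, and higher for ZCCHC12 (3.92 and 3.78), CAVIN1 (3.43 and 3.39), AIF1L (3.36 and 3.11), BBOX1 (2.97 and 3.13), TENT5C (2.81 with ITF-A) and PVRIG (2.79 with ITF-B). Of the genes that the paper names, the change was lower in TMD8 cells for CCND2 (-1.89 and -1.83), SYK (-1.43 and -1.45), NFKB1 (-1.19 and -1.07), MYC (-0.78 and -1.17), STAT3 (-0.66 and -0.74), CDKN1A (-0.38 and -0.39), CDKN2D (-0.35 with ITF-B) and BTK (-0.43 with ITF-B), and higher for CDKN2C (0.94 and 0.96) and IRAK1 (0.51 and 0.42). CDKN2D and BTK passed with ITF-B only, CDKN2D not without DoHH2 DMSO for ITF-B replicate 2, DoHH2 ITF-B replicate 3, TMD8 DMSO for ITF-B replicate 1 or TMD8 ITF-B replicate 3 (-0.31, -0.31, -0.29 and -0.27). Of the other genes among the 306 tested, 161 differed between the lines with ITF-A and 169 with ITF-B.

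Whether chance gives as many probes that differ between the lines is not decided by regrouping the arrays within each line and compound: the count with ITF-A was 6895 and the highest of the other splits 7916 (10 of 100 splits as large), and with ITF-B 6896 and 13971 (8 of 100). The splits with counts as large left 1 line as it was, so that the difference then holds that line's treatment effect by construction. With ITF-B the highest turned the groups of TMD8 cells around. In the 82 and 86 splits that left neither line as it was, the highest count was 0.

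Plasma cell differentiation genes, a group that the paper does not discuss although it analysed the same arrays, fell over both lines: the median change was -0.67 with ITF-A and -0.69 with ITF-B. TNFRSF13B, a receptor of the same family as TNFRSF17, fell (-1.39 with ITF-A and -1.41 with ITF-B, standard error 0.0641), while ELL2, an elongation factor of plasma cells, rose (0.33 with ITF-A and 0.32 with ITF-B). TNFRSF17, a member of the list, is named by the paper. With ITF-A 3 of 15 plasma cell differentiation genes rose, 10 fell and 2 did not pass, and with ITF-B 3, 12 and 0 (the same counts adjusted over the list alone). Their median log2 fold change was -0.67 with ITF-A and -0.69 with ITF-B (camera, adjusted p = 7.92e-08 and 1.63e-08).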

How the results depend on the processing

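The offset of 16, the filter on dim probes and the comparison of lists and named genes within each chip were chosen after the results had been seen. A result counts as reversed here only if its sign differs and it passes the threshold in at least 1 of the settings. Probe counts with ITF-A and ITF-B ranged over the alternatives, leaving out arrays set apart, from 10824 to 12496 and 10649 to 12393 in DoHH2 cells, from 11287 to 12734 and 10896 to 12748 in TMD8 cells, and from 5439 to 7687 and 5339 to 7682 for the difference between the lines. Over both lines they ranged up to 15173 and 14909 and fell to 1135 and 1087 where a log2 fold change of at least 1 was asked for, by construction. Leaving out 1 array gave 13692 to 13899 and 13388 to 13741 over both lines. A term for line and experiment in place of the chip changed no count of treated against DMSO by over 1.5 times. Probes that differed between the DMSO sets of DoHH2 cells (1) became 0 without background correction, in the authors' table, without the chip term, with the arrays of the comparison alone and with the offset of 16, and 0 to 1 without 1 array (0 without DMSO for ITF-A replicate 1 or for ITF-B replicate 1 or 3). In TMD8 cells (17) they became 8 in the authors' table, 29 with ComBat and 1 with the offset of 16, and 2, 8 and 22 without replicates 1, 2 and 3 of DMSO for ITF-A and 1, 5 and 14 without those for ITF-B. Without 1 array the compounds differed in 0 to 1 probes in TMD8 cells (1 without ITF-A replicate 1) and in 0 to 1 gene lists in TMD8 cells (1 without DMSO for ITF-A replicate 2 or ITF-B replicate 1 or 3) and over both lines (1 without DoHH2 DMSO for ITF-B replicate 3 or TMD8 DMSO for ITF-B replicate 1). With an estimated correlation the lists called fell to 10 and 10 in DoHH2 cells and to 11 for the line difference with ITF-B. Fry, which asks whether a list changed at all, called 36 and 37 in DoHH2 cells, 36 in TMD8 cells with ITF-B, 39 and 39 over both lines and 33 and 32 for the line difference. Ranked by signal-to-noise, the 50 genes shared were 10 up and 7 down in DoHH2 cells, 10 and 9 in TMD8 cells, and between the lines 5 and 0 with ITF-A and 4 and 1 with ITF-B. The lines shared 17 and 18 rising genes with the offset of 16. Correlations between the compounds and between the lines became 0.892, 0.907, 0.606 and 0.603 with the offset of 16 and 0.972, 0.977, 0.660 and 0.656 with the filter on dim probes. In TMD8 cells the compounds correlated at 0.968 without background correction and 0.969 in the authors' table. That between the DMSO differences (0.0399) became 0.0546, 0.0563, 0.0173 and 0.0685 in these settings (no background correction, authors' table, offset of 16, filter). Among the 100 probes that rose most with ITF-A, histones were 7 without background correction and in the authors' table and tubulins 2 with the offset of 16, and with ITF-B metallothioneins were 3 by moderated t. Of 913 gene changes, 894 passed in the same direction in the authors' table, 903 without background correction, 908 without the chip term and 846 with the offset of 16. The genes that reversed were H2AC4 with ITF-A (-0.00457) and HAT1 with ITF-B (-0.0673) within chip 2, RPS26 with ITF-A (-0.0823) and the line difference of H2BC5 (0.36 and 0.15) as the mean over all probes, and the line difference of EIF4E3 with ITF-B (-0.10) with the offset of 16. Where no construction is named, the cause was not tested. Of 159 list calls 116 passed with an estimated correlation, 153 with all probes, and at least 154 in each other setting compared on them, and 44 of 45 over both lines within each chip. Without 1 array 1407 of 1422 list calls and 10654 of 10956 gene changes passed, and 0 genes reversed. A stricter detection filter could not be run without detection p-values, while the offset of 50 and no detection filter are the settings used. Signal over background limits the dim probes. The filter on them kept 141 of 155 list calls and 883 of 883 gene changes. It left the model as it was and only adjusted the p-values again over the brighter probes. Gene changes there are thus kept nearly by construction, and changes of dim probes were not compared.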

Differences from the paper's values

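Each setting named in this part was set before the data were examined, except the names of Supplementary Tables 5 and 6, chosen after seeing the values. The paper's text states 8 metallothioneins among the 100 most up-regulated genes. Here they were 4 with ITF-A and 5 with ITF-B, counted by probe over both lines, and 3 to 5 with each compound under all of the alternatives, each of which differs from the paper's value. With the names of the paper's Supplementary Tables 5 and 6 for probes that the annotation leaves unnamed, a choice made after seeing the values, they were 5 with ITF-A and 6 with ITF-B, of which the count with ITF-B lies within 1.5 times the paper's. Those tables themselves hold 5 with ITF-A and 6 with ITF-B among their 100 highest ratios, and the text does not say to which compound its 8 of 100 refer.

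Of 24 log2 ratios of named genes in the paper's Supplementary Tables 5 and 6, 24 had the same sign as the values here, and 5 differed by more than the SD of the 6 pairs. This SD spans the pairs of both lines. For genes whose change differed between the lines, such as CCND2, SYK, NFKB1 and MYC, it holds that difference too and is a wide bound. For CDKN2D with ITF-A, the paper's ratio is 1.32 and the value here 1.60. It falls within the SD in the authors' log2 table (1.32) but differs in the other alternatives. With ITF-B, CDKN2D is 1.23 in the paper's table and 1.50 here, and falls within the SD in the authors' log2 table (1.23) and in quantile normalization without background correction (1.30). TNFRSF17 is -2.50 in the paper's tables with each compound and -2.93 here with each. It falls within the SD in the authors' log2 table (-2.50 with each) and without background correction (-2.60 with each). H2BC21 with ITF-B is 2.06 in the paper's table and 2.30 here, and falls within the SD in the authors' log2 table (2.06) and without background correction (2.12). In the other alternatives these 4 ratios differ as well.

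The paper describes the 100 genes that rose most as made up mainly of 3 families. Of the 100 probes that rose most, histones, tubulins and metallothioneins made up 4, 4 and 4 with ITF-A and 6, 3 and 5 with ITF-B, and 5, 4 and 5 or 7, 3 and 6 with the names of the supplementary tables. Histones with ITF-A were 7 in the authors' log2 table and without background correction. The paper's own tables hold 6, 3 and 5 among their 100 highest ratios with ITF-A and 8, 3 and 6 with ITF-B. The paper counts pro-apoptotic genes among those that rose in both lines, without stating that the group as a whole rose. Of the 21 on the list here, 9 rose and 6 fell with ITF-A and 8 rose and 8 fell with ITF-B over both lines (limma). The rises among them do not go against the paper's statement, and a mean over both lines does not show a rise in each. BTK, which the paper places among the 100 genes that fell most, was at rank 116 with ITF-A and 122 with ITF-B by probe, and at rank 98 and 99 by gene. SYK (100 and 84 by probe) and IRAK1 (25 and 30) were within 100.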

Other observations

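The test for a difference of 0.25 between the compounds was chosen only after the result was seen, as were the names of the genes that differed between DMSO sets. Interferon-stimulated genes fell in TMD8 cells, while in DoHH2 cells they moved both ways, with IFIT1 and IFIT2 rising. OAS2, an antiviral enzyme, fell in TMD8 cells (-2.75 with ITF-A and -2.71 with ITF-B, standard error 0.0906, n = 3 arrays per group) and in DoHH2 cells (-1.69 with ITF-A and -1.82 with ITF-B), as did TRIM22, an antiviral ligase (-1.74 with ITF-A and -1.77 with ITF-B, over both lines), while HERC5, a ligase for ISG15, rose (1.28 with ITF-A and 1.19 with ITF-B). Among 45 interferon-stimulated genes in TMD8 cells, ITF-A raised 3 and lowered 38, ITF-B raised 3 and lowered 36, and 4 and 6 did not pass (3 up and 39 down with ITF-A and 3 and 37 with ITF-B when adjusted over the list alone). The medians of the group were -1.15 with ITF-A and -1.18 with ITF-B (camera, adjusted p = 9.43e-34 and 9.36e-34). Of 45 interferon-stimulated genes, 13 rose and 21 fell with ITF-A in DoHH2 cells and 11 and 21 with ITF-B, while 11 and 13 did not pass the test (13 up and 22 down with ITF-A and 12 and 23 with ITF-B when adjusted over the list alone). The group had a median change of -0.14 with ITF-A and -0.18 with ITF-B (camera, adjusted p = 0.442 and 0.362). Over both lines 4 rose and 34 fell with ITF-A and 5 and 31 with ITF-B, at a median of -0.52 and -0.51 (camera, adjusted p = 6.52e-13 and 3.25e-13). Of the genes that the paper associates with resistance to HDACi, SOD2, a superoxide dismutase (0.91 with ITF-A and 0.71 with ITF-B, standard error 0.0559), and STAT3, a transcription factor (0.60 with ITF-A and 0.62 with ITF-B), rose over both lines. BCL2 (-0.87 with ITF-A and -0.93 with ITF-B) and BCL2L1 (-1.63 with ITF-A and -1.65 with ITF-B), both anti-apoptotic, fell, as did the acetyltransferase EP300 (-0.51 with ITF-A and -0.55 with ITF-B), the glutathione reductase GSR (-0.44 with ITF-A and -0.54 with ITF-B) and the thioredoxin TXN (-0.21 with ITF-A and -0.24 with ITF-B). A dimmer probe of GSR did not pass with either compound (-0.047 with ITF-A and -0.046 with ITF-B). STAT3 rose by more in DoHH2 cells (0.94 with ITF-A and 1.00 with ITF-B) than in TMD8 cells (0.27 with ITF-A and 0.25 with ITF-B, adjusted p = 1.1e-05 and 1.36e-06 from limma for the difference). These are mRNA changes at 8 h. The paper's text describes a marked fall of total and phosphorylated STAT3 protein in TMD8 cells, measured after longer treatment. Its figure legend gives a rise of both on the blot and a fall of phosphorylated STAT3 in stained cells. Protein was not analysed here. With ITF-A 2 of 8 HDACi resistance genes rose, 6 fell and 0 did not pass, and with ITF-B 2, 6 and 0 (the same counts adjusted over the list alone). Median changes were -0.47 with ITF-A and -0.54 with ITF-B (camera, adjusted p = 0.0444 and 0.0163). These became adjusted p = 0.153 and adjusted p = 0.109 with an estimated correlation. With ITF-A the group did not pass without replicate 3 of TMD8 DMSO (adjusted p = 0.0563) or replicate 2 or 3 of TMD8 ITF-A (0.051 each). The paper named these genes, so that the group is not independent evidence.

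Among metabolic genes, IDI1 of cholesterol synthesis rose over both lines (1.25 with ITF-A and 1.21 with ITF-B, standard error 0.0693) and FDPS of the same pathway fell (-0.77 with ITF-A and -0.69 with ITF-B). Among 19 cholesterol synthesis genes, ITF-A raised 10 and lowered 4, ITF-B raised 11 and lowered 4, and 5 and 4 did not pass (the same counts adjusted over the list alone). With ITF-A the median change was 0.28, with ITF-B 0.19 (camera, adjusted p = 0.0657 and 0.0954). SLC2A3, a glucose transporter, rose (2.05 with ITF-A and 2.07 with ITF-B) and HK2, a hexokinase, fell (-1.08 with ITF-A and -1.18 with ITF-B). Of 27 genes of glycolysis and the pentose phosphate pathway, 13 rose and 10 fell with ITF-A and 12 and 10 with ITF-B, while 4 and 5 did not pass the test (14 up and 11 down with ITF-A and 12 and 11 with ITF-B when adjusted over the list alone). A median of 0.13 was found with ITF-A and of 0.03 with ITF-B (camera, adjusted p = 0.142 and 0.299). HLA-DMA of antigen presentation rose (0.75 with ITF-A and 0.75 with ITF-B) and its transcriptional activator CIITA fell (-0.40 with ITF-A and -0.48 with ITF-B). With ITF-A 11 of 18 genes of MHC class II presentation rose, 3 fell and 4 did not pass, and with ITF-B 12, 4 and 2 (13 up and 3 down with ITF-A and 13 and 4 with ITF-B when adjusted over the list alone). At the median, the change was 0.18 with ITF-A and 0.18 with ITF-B (camera, adjusted p = 0.279 and 0.326). MYBL1, a germinal center transcription factor, rose (1.43 with ITF-A and 1.37 with ITF-B) and SERPINA9, another germinal center marker, fell (-1.14 with ITF-A and -1.24 with ITF-B). Among 11 germinal center markers, ITF-A raised 4 and lowered 2, ITF-B raised 4 and lowered 3, and 5 and 4 did not pass (4 up and 2 down with ITF-A and 4 and 4 with ITF-B when adjusted over the list alone). Their medians came to -0.07 with ITF-A and 0.03 with ITF-B (camera, adjusted p = 0.419 and 0.431). With ITF-A the mean of 0.13 and the direction of the test (up) differ in sign from the median.

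Markers of other cell types moved both ways, read as means over both lines. CD6 rose (0.38 with ITF-A and 0.42 with ITF-B) and GZMB fell (-1.19 with ITF-A and -1.23 with ITF-B) among those of T and NK cells. GZMB was among the 50 genes that fell most in TMD8 cells with each compound, so that its mean need not hold in DoHH2 cells. Of 18 markers of T and NK cells, 1 rose and 4 fell with ITF-A and 1 and 4 with ITF-B, while 13 and 13 did not pass the test (the same counts adjusted over the list alone). Taken at the median, ITF-A changed the group by -0.01 and ITF-B by -0.04 (camera, adjusted p = 0.202 and 0.196). CSF1R rose (0.67 with ITF-A and 0.67 with ITF-B) and TYROBP fell (-0.30 with ITF-A and -0.35 with ITF-B) among those of myeloid cells. With ITF-A 3 of 16 markers of myeloid cells rose, 3 fell and 10 did not pass, and with ITF-B 4, 2 and 10 (4 up and 3 down with ITF-A and 4 and 2 with ITF-B when adjusted over the list alone). For the group as a whole the medians were -0.01 with ITF-A and 0.01 with ITF-B (camera, adjusted p = 0.803 and 0.721). Mean (0.05) and test (up) had the other sign than the median with ITF-A. COL1A1 rose (0.47 with ITF-A and 0.57 with ITF-B) and KRT19 fell (-0.26 with ITF-A and -0.29 with ITF-B) among those of fibroblasts and epithelia. Among 15 markers of fibroblasts and epithelia, ITF-A raised 3 and lowered 2, ITF-B raised 5 and lowered 1, and 10 and 9 did not pass (4 up and 2 down with ITF-A and 5 and 1 with ITF-B when adjusted over the list alone). Their median log2 fold change was 0.02 with ITF-A and 0.01 with ITF-B (camera, adjusted p = 0.803 and 0.615).

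Between the DMSO sets of the 2 compounds, 1 probe differed in DoHH2 cells (limma, 2577 at an unadjusted p under 0.05), that of SNN (0.55, adjusted p = 0.0171), and 17 in TMD8 cells (3253 at an unadjusted p under 0.05), 9 of them the probes read for a gene, first NECAB1 (0.80, adjusted p = 0.000447). Both genes were picked after their values had been seen. In TMD8 cells 2, 8 and 22 probes differed without replicates 1, 2 and 3 of DMSO for ITF-A, and 1, 5 and 14 without those of DMSO for ITF-B. The probe of DoHH2 cells did not pass without DMSO for ITF-A replicate 1 or DMSO for ITF-B replicate 1 or 3.

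Probes that rose with a compound had a lower signal in DMSO-treated cells than those that fell. With levels read from the DMSO arrays of the other compound, which argues against noise common to level and fold change, the medians lay 0.537 apart with ITF-A and 0.501 with ITF-B (0.531 to 0.553 and 0.493 to 0.515 over experiments). Without normalization the gap was 0.993 and 0.844, which argues against quantile normalization as its source. In the brightest 25% of probes it was 0.482 and 0.449. These were chosen by their mean over treated and DMSO arrays. At a given mean, a probe that rose has a lower DMSO level than one that fell. This choice alone gives a gap of the same sign, so that a floor that lets dim probes rise but not fall is not excluded. No biological explanation was tested.

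After treatment the lines lay closer together. Across 47231 probes, the difference between the lines in the change had a slope of -0.247 with ITF-A and -0.250 with ITF-B on their difference in the other compound's DMSO arrays (-0.244 to -0.216 and -0.251 to -0.202 over experiments), which argues against shared DMSO noise. For probes above the median in both lines it was -0.265 and -0.271. The median normalized value (6.15) lies near the lowest (5.65), so that probes above it can still be near a floor. A floor is therefore not excluded. Without normalization the slope was -0.279 and -0.298, which argues against quantile normalization. Of 2208 and 2200 probes that were at least 2-fold apart, 75.7% and 76.3% moved towards the other line. A biological explanation was not tested here either.

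No probe differed between the compounds: limma called 0 in DoHH2 cells, in TMD8 cells and over both lines, while 1 passed in TMD8 cells without ITF-A replicate 1. At an unadjusted p under 0.05 there were 2061, 2104 and 2245, each less than the share of 0.05 that chance alone gives. Of simulated differences of 1 over both lines 100% were recovered, in probes with a signal above the median, since recovery of dimmer probes was not simulated. The measured intervals of 16068 of 16068 probes that a compound changed lay within 1. For the brighter probes and for the changed ones, this argues against too few arrays for a difference of 1 over both lines. Within DoHH2 and TMD8 cells 74.2% and 80.3% of such differences were recovered, and the intervals of 16063 and 16067 lay within 1. Of simulated differences of 0.5, 67.2% were recovered over both lines, 11.9% in DoHH2 cells and 35.8% in TMD8 cells, and of 0.25 over both lines 6%, so that small differences may have been missed for want of arrays. The doses, 100 nM and 200 nM, differ with the compound, so that compound and dose are compared together.

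Regrouping the arrays tests whether chance gives as many calls. Over both lines chance can be excluded for the probes: 14171 with ITF-A against 7916 at most in the other splits (1 of 100 as large), and 13971 with ITF-B against 7470 (1 of 100). Lists called were 22 with ITF-A against 24 (4 of 100) and 23 with ITF-B against 22 (1 of 100). Both shares lie under 0.05, but with ITF-A another split called more lists than the real groups. The list counts therefore do not exclude chance as clearly. The other splits still called a median of 8 of the 40 lists with each compound, against a median of 0 probes. Within a line the 10 splits are too few for a share under 0.05, with 11656 probes against 0 and 11425 against 1 in DoHH2 cells and 11960 against 0 and 11726 against 0 in TMD8 cells (1 of 10 each). The same holds for the compounds, with 0 against 1 in DoHH2 cells and 0 against 0 in TMD8 cells (10 of 10 each), and for the DMSO sets, with 1 against 1 (2 of 10) and 17 against 0 (1 of 10). Over both lines the compounds gave 0 probes against 1 (100 of 100). With a count of 0 every split is as large, so that regrouping says nothing about the compounds.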
